# Haploinsufficiency of Hedgehog interacting protein causes increased emphysema induced by cigarette smoke through network rewiring

**DOI:** 10.1186/s13073-015-0137-3

**Published:** 2015-02-14

**Authors:** Taotao Lao, Kimberly Glass, Weiliang Qiu, Francesca Polverino, Kushagra Gupta, Jarrett Morrow, John Dominic Mancini, Linh Vuong, Mark A Perrella, Craig P Hersh, Caroline A Owen, John Quackenbush, Guo-Cheng Yuan, Edwin K Silverman, Xiaobo Zhou

## Abstract

**Background:**

The *HHIP* gene, encoding Hedgehog interacting protein, has been implicated in chronic obstructive pulmonary disease (COPD) by genome-wide association studies (GWAS), and our subsequent studies identified a functional upstream genetic variant that decreased *HHIP* transcription. However, little is known about how *HHIP* contributes to COPD pathogenesis.

**Methods:**

We exposed *Hhip* haploinsufficient mice (*Hhip*^*+/-*^) to cigarette smoke (CS) for 6 months to model the biological consequences caused by CS in human COPD risk-allele carriers at the *HHIP* locus. Gene expression profiling in murine lungs was performed followed by an integrative network inference analysis, PANDA (Passing Attributes between Networks for Data Assimilation) analysis.

**Results:**

We detected more severe airspace enlargement in *Hhip*^*+/-*^ mice vs. wild-type littermates (*Hhip*^*+/+*^) exposed to CS. Gene expression profiling in murine lungs suggested enhanced lymphocyte activation pathways in CS-exposed *Hhip*^*+/-*^ vs. *Hhip*^*+/+*^ mice, which was supported by increased numbers of lymphoid aggregates and enhanced activation of CD8+ T cells after CS-exposure in the lungs of *Hhip*^*+/-*^*mice* compared to *Hhip*^*+/+*^ mice. Mechanistically, results from PANDA network analysis suggested a rewired and dampened Klf4 signaling network in *Hhip*^*+/-*^ mice after CS exposure.

**Conclusions:**

In summary, *HHIP* haploinsufficiency exaggerated CS-induced airspace enlargement, which models CS-induced emphysema in human smokers carrying COPD risk alleles at the *HHIP* locus. Network modeling suggested rewired lymphocyte activation signaling circuits in the *HHIP* haploinsufficiency state.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13073-015-0137-3) contains supplementary material, which is available to authorized users.

## Background

Chronic obstructive pulmonary disease (COPD), the third leading cause of death in the US [1], is a complex disease strongly influenced by cigarette smoke (CS) and genetic predisposition [2,3]. COPD is characterized by emphysematous destruction of the alveoli and thickening of the small airway walls in response to chronic exposure to cigarette smoke (CS). While the cause of emphysematous destruction of the alveoli is likely due to a combination of the cytotoxic and pro-inflammatory activities of CS, the pathogenic mechanisms underlying the disease remain inadequately defined [4].

Recently, progress in genome-wide association studies (GWAS) has provided compelling evidence for several COPD susceptibility loci, including an intergenic region on chromosome 4q31 [5,6]. Subsequent work by our group confirmed hedgehog interacting protein (*HHIP*) as the causative gene for this locus and identified a potential functional variant [7]. HHIP is a negative regulator of the Hedgehog pathway that is important for morphogenesis of the lungs and other organs [8-10]. HHIP competitively binds to all three ligands of the Hedgehog pathway: Sonic Hedgehog (Shh), Indian Hedgehog (Ihh), and Desert Hedgehog (Dhh). Recent reports have suggested potential roles for the Hedgehog pathway in bleomycin-induced pulmonary fibrosis [11] and CS-induced lung cancer [12]. However, the mechanisms by which *HHIP* influences COPD susceptibility remain to be determined. We have now extended our previous work to an *in vivo* murine model by demonstrating that *Hhip* haploinsufficiency exaggerated CS-induced airspace enlargement and rewired lymphocyte activation signaling pathways under CS exposure.

## Methods

### Mice and cigarette smoke exposure in mice

*Hhip*^*+/-*^ mice in a mixed genetic background (Jackson Laboratory) were backcrossed for 12 generations to C57BL/6J wild-type mice that were purchased from Jackson Laboratory. All mice were housed in the animal facility at Harvard Medical School with a 12 h light/12 h dark cycle. This study was performed in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The protocol was approved by the Harvard Medical Area (HMA) Standing Committee on Animals (Protocol Number: 04833). Every effort was made to minimize suffering.

Female *Hhip*^*+/-*^ and littermate mice (approximately 10 weeks old) were exposed to mixed main-stream and side-stream CS from 3R4F Kentucky Research cigarettes for 5 days/week in Teague TE 10z chambers (Total Suspended Particulates approximately 100 to 200 mg/m^3^ and CO levels approximately 6 ppm). As a control, mice were exposed to filtered air for the same duration. At the end of the 6-month exposure period, both respiratory mechanics and airspace enlargement were measured in mice exposed to CS or air. All mice were euthanized by CO_2_ narcosis and cervical dislocation before removing lungs for other studies.

### Measurement of lung mechanics

To measure respiratory mechanics, mice were anesthetized with a cocktail of 100 mg/kg body weight ketamine, 10 mg/kg xylazine, and 3 mg/kg acepromazine. A tracheostomy was performed, and an 18-gauge cannula was inserted and secured in the trachea using sutures. Mice were then connected via the cannula to a digitally controlled mechanical ventilator (Flexi Vent device; Scireq Inc., Montreal, QC, Canada). Ventilator settings were *f* = 150/min, FiO_2_ = 0.21, tidal volume = 10 mL/kg body weight, and positive end-expiratory pressure (PEEP) = 3 cm H_2_O. Murine lungs were inflated to total lung capacity (TLC; 25 cm H_2_O) three times for a volume history. Quasi-lung compliance and tissue elastance at PEEP of 3 cm H_2_O were then measured.

### Morphometric analysis of airspace size in mice

After completion of the respiratory mechanics measurements, mice were euthanized; lungs were inflated with PBS to a constant pressure of 25 cm H_2_O and then fixed with 10% formaldehyde for 48 h. The mean alveolar chord length was measured after slides were stained with Gill’s solution as described previously [13]. At least 15 images per mouse lung were randomly captured for analysis using methods described previously [14]. Images were processed and analyzed for mean alveolar chord length using Scion image software.

### Gene expression profiling

Six mice from each of four groups with different genotypes (*Hhip*^*+/+*^ or *Hhip*^*+/-*^) and treatments (air or CS) were randomly chosen for gene expression profiling. RNA was extracted from murine lung tissues using Allprep kit (Qiagen, Valencia, CA, USA); 750 ng of total RNA for each sample was hybridized onto a Sentrix MouseRef-8 v2.0 Expression BeadChip Array (Illumina, San Diego, CA, USA), based on the manufacturer’s protocol. The BeadChip Array was scanned using an Illumina BeadArray Reader and quality control analysis was performed using Illumina GenomeStudio v3.1.3 software, Gene Expression Module version 1.1.1, and the statistical package R v2.15.2. Each of the samples and all probes passed quality control, and the data were background corrected, log2 transformed, and quantile normalized. Only probes with gene symbol and chromosome number annotations were retained, providing 22,121 of the 25,697 probes for analysis. A linear regression model was fit to the data for each probe to detect differential expression between genotypes (*Hhip*^*+/+*^/*Hhip*^*+/-*^) and treatments (air/CS), and having the processing information available for each array. The chip barcode was included as a covariate in the model to correct for batch effects. Clustering and MDS plots provided evidence of acceptable batch correction. In order to provide insight into probes demonstrating differential expression in *Hhip*^*+/+*^ and *Hhip*^+/-^ mice in response to air/CS treatment, the interaction term genotype*treatment was included in the linear model. The genotype-by-treatment interaction was evaluated using the linear model expression ~ treatment + genotype + treatment*genotype + batch. Lastly, to stabilize the standard error of the estimated regression coefficient, we applied an empirical Bayes shrinkage method to obtain a moderated t-test statistic and its *P* value (R package limma v3.14.3). To adjust for multiple testing and to control false discovery rate (FDR), we corrected the *P* values using the Benjamin and Hochberg (1995) FDR correction method. Genes with *P* adjusted <0.05 were defined as significantly different gene expression. The network-based functional prediction was performed on the GeneMANIA webserver [15,16] using the default list of networks and weighting.

The microarray data have been deposited in NCBI’s Gene Expression Omnibus [17] and are accessible through GEO Series accession number GSE65124.

### Detection of gene expression by real-time RT-PCR

Real-time PCR with gene-specific TaqMan primers/probes was performed as described previously [18]. Relative gene expression was calculated based on the standard 2^-ΔΔCT^ method, using *GAPDH* (glyceraldehyde 3-phosphate dehydrogenase) as a reference gene. Gene expression levels were analyzed by both two-way ANOVA analysis and student two-sample unpaired *t* test.

### Quantification of lymphoid aggregates in murine lungs exposed chronically to cigarette smoke

The number of lymphoid aggregates was determined by counting total number of lymphoid aggregates around airways with 200 to 1,000 μm diameter in each murine lung section that was stained with hematoxylin and eosin. The correlation between the number of lymphoid aggregates per airway and airspace size represented by mean airspace chord length (MCL) was determined by Pearson’s correlation coefficient using commercial statistical software STATA (version 12.1). A scatter plot analysis of MCL vs. lymphoid aggregates per airway was performed in the four groups of mice.

### Immunohistochemistry staining of T cells and B cells in lung sections

We performed triple immunofluorescence staining of lung sections from Hhip^+/-^ mice exposed to CS for 6 months. Briefly, slides were deparaffinized, and antigen retrieval was achieved by heating slides in 10 mM sodium citrate and 2 mM citric acid buffer (pH 6.0). Lung sections were incubated for 1 h at 37°C with goat anti-CD4 IgG (Abcam, Cambridge, MA, USA; diluted 1:50), then for 1 h at 37°C with rat anti-CD8 IgG (Novus Biologicals, Littleton, CO, USA; diluted 1:100), and then 1 h at 37°C with rabbit anti-CD20 IgG (Abcam, Cambridge, MA, USA; diluted 1:100) followed by incubation with second antibodies including Alexa 647-conjugated rabbit anti-goat IgG (diluted 1:100), Alexa 488-conjugated goat anti-rat F(ab')_2_ (diluted 1:100), and Alexa 546-conjugated goat anti-rabbit IgG (diluted 1:100). Images of the stained lung sections were analyzed with a confocal microscope (Leica Microsystems, Buffalo Grove, IL, USA).

### Quantification of CD8+ T cells in lung parenchyma

The number of CD8+ T cells was measured in lung sections from *Hhip*^*+/+*^ and *Hhip*^*+/-*^ mice exposed to air (n = 4 mice/group) or CS (n = 5 *Hhip*^*+/+*^ and n = 9 *Hhip*^*+/-*^ mice) for 6 months. After antigen retrieval in 10 mM sodium citrate and 2 mM citric acid buffer (pH 6.0), lung sections were incubated with a rat IgG to murine CD8 (Novus Biologicals, Littleton, CO, USA; diluted 1:100) or non-immune murine IgG as control for 1 h at 37°C. After secondary antibody incubation and counterstaining with DAPI, the number of CD8 positive cells was then normalized by unit of alveolar area that was quantified using MetaMorph software (Molecular Devices, Wetzlar, Germany) and compared between groups using two-way ANOVA analysis and two-sided unpaired t-test.

### Measurement of cytokines by enzyme-linked immunosorbent assay (ELISA)

Interleukin 2 (IL-2) and Interferon gamma (IFN-γ) levels in murine lungs were measured using mouse Quantikine ELISA Kit and mouse IFN-γ Duoset (R&D, Minneapolis, MN, USA) following the manufacturer’s protocol and then normalized to total lung protein amount measured using Bradford Assay (Biorad, Hercules, CA, USA).

### Leukocyte counting in bronchoalveolar lavage samples after acute smoke exposure

*Hhip*^*+/+*^ and *Hhip*^*+/-*^ mice were exposed to CS or air for 2 months and then bronchoalveolar lavage was performed using 3 x 1 mL aliquots of PBS. Total leukocyte counts were performed using a hemocytometer.

### Flow cytometric analysis to quantify activation of T lymphocytes

Immediately after CS exposure and lung removal, lung tissues were digested with collagenase and DNase (Sigma, St. Louis, MO, USA) to prepare single-cell suspensions by passing the dissociated tissue through a 70-μm cell strainer (BD Falcon). The suspensions of cells were stained in PBS containing 2% FBS with the following antibodies: FITC-conjugated anti-CD4, PE-Cy7-conjugated anti-CD3, APC-Cy7-conjugated anti-CD45, PE-conjugated anti-CD69, and APC-conjugated anti-CD8 antibodies (BD Bioscience). The cells were gated on FSC (forward scatter) and SSC (side scatter). The cells were then gated on SSC versus CD45 followed by SSC versus CD3 in order to gate on all T cells. The cells were further gated to obtain the percentage of CD4+ T and CD8+ T cells. Stained cells were examined on a FACS Canto flow cytometer (BD Bioscience, San Jose, CA, USA) and analyzed using FlowJo software (TreeStar, Ashland, OR, USA). The percentages of activated CD4+ T cells and activated CD8+ T cells were determined based on double positive cells (CD69+ CD4+ or CD69+ CD8+ cells) among total CD4+ or CD8+ T cells.

### Network building

We used the ‘PANDA’ method [19] to construct four genome-wide regulatory network models based on *Hhip* genotype (*Hhip*^*+/-*^ or *Hhip*^*+/+*^) and treatment (CS or Air). To begin, we collapsed expression values for probe sets that map to the same gene symbol by selecting, for each experiment, the signal from the probe set with the most significant detection *P* value, resulting in expression information for 15,124 unique genes. We then obtained the position-weight-matrix for 374 unique vertebrate TFs with known binding site motifs, 130 recorded in the Jaspar database [20], and 290 from the uniprobe database [21] (46 TFs have motifs in both databases). Defining a ‘true hit’ as a log-odds ratio greater than 7.5, we used HOMER [22] to map each of these motifs to putative regulatory regions, defined as (-750, +250) base-pairs around the transcription start site, for 15,124 genes with expression data in the samples. Because transcriptional regulation involves assembly of protein complexes and allows for combinatorial regulatory processes, we also collected information regarding physical protein interaction data between transcription factors estimated from mouse-2-hybrid analysis [23]. Finally, we used PANDA [19] to integrate information from transcription factor binding motifs, protein-protein interaction data, and gene expression for each experimental condition, and constructed directed networks for each experimental condition. To reduce potential background noise due to microarray sample size (6 mice/group), we applied a jack-knife [24] method to repeatedly sample four arrays out of six from each experimental condition (*Hhip*^*+/+*^*-*Air or CS and *Hhip*^*+/-*^ Air or CS), building 15 networks per group.

After reconstructing the networks, we specifically investigated the differential targeting of HHIP in the predicted networks. To begin, we identified 32 transcription factors that have a putative target in the promoter region of *HHIP*. We then identified the 32 ‘edges’ that extend between these transcription factors and *HHIP* in our reconstructed network models. To evaluate whether any of these 32 edges are significantly different between the sets of networks associated with each of the experimental conditions, we performed an unpaired two-sample t-test, comparing the distribution of edge weights in each pair of conditions.

We next identified subnetworks of edges that are most distinct between each pair of our reconstructed network models. For each edge connecting a transcription factor to its target gene, PANDA assigns a Z-score weight reflecting the confidence level of the inferred regulatory relationship. We contrasted both the average and the distribution (using an unpaired two sample t-test) of this weight value between sets of networks (those reconstructed for each experimental condition using the jack-knife procedure, see above). Using this information, we identified subnetworks of edges that differ between each pair of networks by selecting high confidence edges, defined as those with an absolute difference in average weight greater than 3 and a *P* value from the t-test of less than 1×10^-3^. We used DAVID [25] to test for pathway enrichment in genes targeted in each of these identified subnetworks. The *P* values for KEGG Pathways enriched at a Benjamini-Hochberg significance of less than 0.01 in at least one of these subnetworks were illustrated in a heat map. At this confidence level the selected pathways all had an overlap of greater than 10 genes with their respective differentially targeted gene sets.

We also characterized the differential targeting patterns of transcription factors in these pairs of subnetworks by calculating, for each transcription factor, a fold-enrichment for its number of outgoing edges in one subnetwork compared to the other, as well as an associated *P* value. To calculate the *P* value we performed Fisher’s exact test and determined the significance of the overlap in the transcription factor’s outgoing edges with the edges in its associated ‘enriched’ subnetwork, using edges in either subnetwork as a background. A list of core TFs for each of the subnetworks was then generated by filtering TFs with total edges > =3 and absolute log2 fold change greater than 1 or -log10 *P* value greater than 3 in either subnetwork. Finally, we took the union of these core TFs and determined their average expression across samples in each of the four experimental groups. We also used an unpaired t-test to evaluate their pairwise differential expression between the groups. Note that several of these core TFs identified through the network analysis (which utilizes motif information) did not have probes on the array, including ELK1, SOX11, and ZFP740, and these are excluded from expression analysis.

### Statistical analysis methods

For MCL analysis, we applied a linear mixed effects model for mice that were exposed to CS, in which the probit-transformed lung damage (quantified alveolar chord length for each image from each mouse) is the outcome variable, the intercept is the random effect to account for the dependence among the longitudinal measurements of the lung damage measurement, and mice type is the fixed effect (wild-type mice as the reference group). We used two-way ANOVA analysis first to determine whether there are overall differences among all four groups of mice followed by unpaired t tests to determine whether there are significant differences between each pair of groups. For gene expression of Gstp1, Cstw, Fyb, Lat2, and Klf4, we first evaluated if there is an interaction effect between genotype and treatment on gene expression using two-way ANOVA analysis. We then compared the two conditions of a factor (genotype or CS treatment) for a given level of the other factor (CS treatment or genotype) using un-paired two sample two-sided t tests. However, for statistical analysis on CD8+ T cells quantification, to handle the non-normality due to outliers we applied Kruskal-Wallis test, which is a non-parametric test without assumption of normality, and detected significant differences among groups (*P* <0.001). We then applied Wilcoxon rank sum test for pair-wise comparisons. All other data were also analyzed by both two-way ANOVA analysis and student two-sample unpaired *t* tests.

## Results and Discussion

### *Hhip*^*+/-*^ mice demonstrated more severe airspace enlargement induced by cigarette smoke compared with wild-type littermate control mice

Previously, we detected approximately 32% reduced gene expression of *HHIP* in human COPD lung tissues compared with ex-smoker controls with normal lung function [7]. Moreover, we found that genetic variants in the chromosome 4q31 COPD GWAS region [7] moderately regulate expression of *HHIP. Hhip*^-/-^ mice die shortly after birth due to respiratory failure secondary to defects in lung branching morphogenesis [10] and, thus, cannot be used to assess the effects of *Hhip* on COPD pathogenesis. In contrast, *Hhip*^+/-^ mice, with only modestly reduced expression of *Hhip* (approximately 33%) in murine lungs (Additional file 1: Figure S1), have normal survival and normal lung development [10]. Thus, *Hhip*^+/-^ mice may be more suitable than *Hhip*^-/-^ mice for recapitulating the biological consequences caused by human functional genetic variants *in vivo. Hhip*^+/-^ mice in a C57BL/6 J background were exposed to CS or room air for 6 months with wild-type littermate control mice (*Hhip*^*+/+*^). Mean alveolar chord length (MCL) was measured in all groups as described previously [13]. *Hhip*^+/-^-CS mice had significantly increased airspace size compared with CS-exposed *Hhip*^*+/+*^mice (Figure 1A, B, *P* <0.05), while air-exposed *Hhip*^*+/-*^ and *Hhip*^*+/+*^ mice had similar distal airspace size assessed using either two-way ANOVA or unpaired t test.

**Figure 1:**
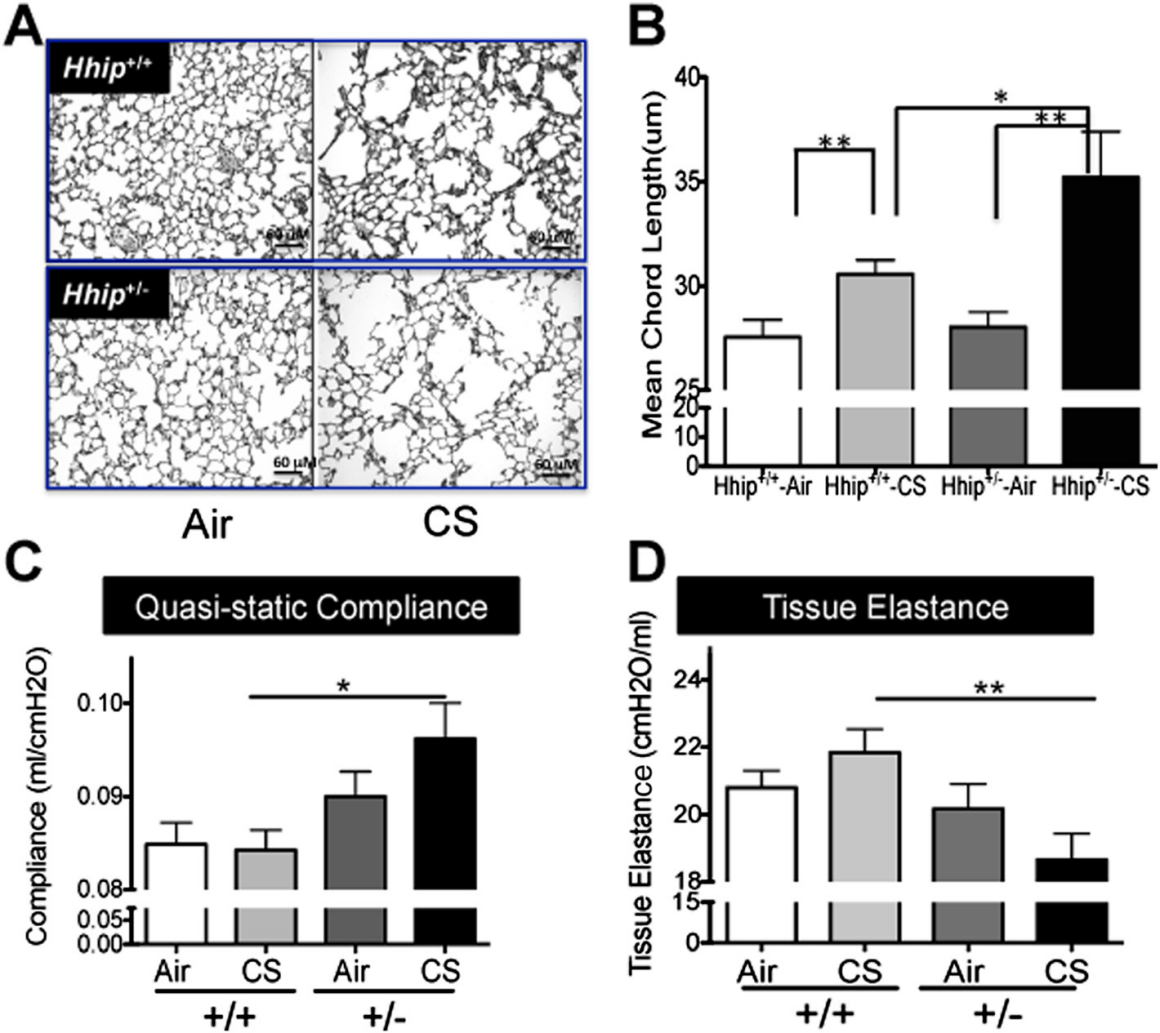
***Hhip*** ^***+/-***^ **mice demonstrated more severe airspace enlargement induced by cigarette smoke compared with wild-type littermate control mice.** Airspace enlargement of Hhip^+/-^ vs. wild-type littermate control mice (Hhip^+/+^) exposed to cigarette smoke (CS) or air for 6 months as demonstrated by Gill staining **(A)** and measured by mean alveolar chord length, MCL **(B)**. Mean ± SEM is shown in panel B from 11 to 19 mice per group. Lung mechanics measurements revealed increased lung compliance **(C)** and decreased tissue elastance **(D)** in Hhip^+/-^ mice exposed to CS compared to CS-exposed Hhip^+/+^ mice. *P <0.05 and **P <0.01. Mean ± SEM are shown in each group.

For lung mechanics, CS-exposed *Hhip*^*+/-*^ mice had increased quasi-static lung compliance (Figure 1C) and correspondingly decreased tissue elastance (Figure 1D) compared to CS-exposed *Hhip*^*+/+*^ mice, indicating that *Hhip*^*+/-*^ mice exposed to CS have more compliant lungs and a greater loss of elastic recoil than *Hhip*^*+/+*^ mice exposed to CS.

### Assessments of the Hedgehog pathway in murine lungs

Given that *HHIP* is known to inhibit the Hedgehog pathway, we assessed the expression of major components in the Hedgehog pathway in the chronic CS exposure murine model. Interestingly, Gli1 and Patch1 showed increased expression in air-exposed *Hhip*^*+/-*^ mice vs. air-exposed *Hhip*^*+/+*^ mice while Gli1 and Gli2 showed increased expression in CS-exposed *Hhip*^*+/-*^ mice vs. CS-exposed *Hhip*^*+/+*^ mice. No significant differences in Gli3 were observed among these four groups of mice (Additional file 1: Figure S2). Hence, *Hhip*^*+/-*^ mice may have relatively higher activity of the Hedgehog pathway at baseline independent of CS treatment.

### Gene expression profiling in murine lungs after cigarette smoke exposure

In order to identify molecular targets that contributed to increased airspace size in *Hhip*^*+/-*^ mice exposed to CS, we performed gene expression profiling in lung tissues from randomly chosen *Hhip*^*+/-*^ and *Hhip*^*+/+*^ mice exposed to either air or CS for 6 months (n = 6 mice/group). 

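Hhip was measured by 1 probe, which was detected on all 24 arrays. Its log2 signal was 7.36 ± 0.63 (SD, n = 6 mice) in Hhip+/+ Air lungs, 7.51 ± 0.22 in Hhip+/+ CS lungs, 7.40 ± 0.25 in Hhip+/- Air lungs and 7.11 ± 0.50 in Hhip+/- CS lungs. The genotype difference over all arrays, Hhip+/- minus Hhip+/+, was -0.18 (standard error 0.14, 95% confidence interval -0.46 to 0.10, adjusted p = 0.630 from limma). By exact two-sided permutation tests, the difference was 0.03 in air (p = 0.905) and -0.39 in CS (p = 0.117). Where the probe lies relative to the deleted part of the allele is not given in the sources used here, so these values check neither the genotype nor the labels. The paper's RT-PCR reports less Hhip in Hhip+/- lungs (Figure S1). RNA from whole lung was hybridized to Illumina MouseRef-8 BeadChips, on which each probe is read as the brightness of the beads that carry it, with 1 array for each of 24 mice in 4 groups of 6. The median raw signal per array, given as lowest, median and highest of each group, was 135.5, 155.5 and 195.0 in Hhip+/+ Air, 135.2, 149.8 and 162.1 in Hhip+/+ CS, 132.8, 146.1 and 155.5 in Hhip+/- Air, and 136.3, 158.4 and 174.0 in Hhip+/- CS. The median share of probes detected (detection p under 0.05) was 55.9%, 56.3%, 56.2% and 57.5% in these groups. The number of arrays limits the precision of each value. The authors read the arrays in GenomeStudio, then background corrected the intensities, took log2 and quantile normalized them in R. They deposited the raw intensities with detection p-values and the normalized log2 values. The values given here start from the raw intensities, which were background corrected and quantile normalized by the neqc function of limma (offset 16). Of 22121 probes, the 20720 with a gene symbol in the platform annotation were tested. Each pairwise comparison was fitted with limma on the 12 arrays of its groups, with chip as covariate as in the paper's methods, and the interaction on all 24 arrays, with Benjamini-Hochberg adjustment and a threshold of 0.05. Chip was taken as the block of 8 consecutive sample numbers, each holding 2 arrays of every group. A gene is given by its brightest probe unless another is named. The gene lists, these comparisons and the rule for naming genes were fixed before the data were examined, as were the fits apart from the use of chip. Chip was settled by a check set beforehand, but after counts with and without it had been seen. Fits and genes chosen later are marked as such. The gene lists were tested with camera of limma at its preset correlation and at an estimated one.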

Data were preprocessed using the LIMMA package in R/Bioconductor, as we have done previously [17].

In addition to identification of differentially expressed genes in each group by pairwise comparisons (Additional file 2: Table S1A and Additional file 3: Table S1B), we also set out to identify genes that responded to CS differentially in *Hhip*^*+/-*^ and *Hhip*^*+/+*^ mice using linear regression models with an interaction term between genotype and CS treatment in all groups. 

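In Hhip+/+ lungs, CS raised targets of the aryl hydrocarbon receptor, the sensor of polycyclic aromatic hydrocarbons. Cyp1b1, a cytochrome P450 that oxidizes such compounds, rose by 3.17 on the log2 scale (standard error 0.17, 9.02-fold, adjusted p = 6.53e-06 from limma, n = 6 mice per group), from 8.41 ± 0.42 (SD) to 11.58 ± 0.32, with no overlap between the groups. Cyp1a1, another such enzyme, was detected in 6 of 6 Hhip+/+ CS lungs and in 0 of 6 of every other group, and was at least 2.31-fold higher (adjusted p = 0.000192). This bound sets the mean of the CS arrays against the lowest signal among the detected probes of each Air array. Of 8 measured targets of this receptor, 5 rose, 0 fell and 3 did not pass (5 rose when adjusted over the list alone), with a median log2 change of 1.14, or 1.03 with Cyp1a1 at its bound (adjusted p = 1.51e-14 from camera and adjusted p = 0.00105 with an estimated correlation). Aldh3a1, an aldehyde dehydrogenase, rose by 2.55 (standard error 0.10), and Ahrr, the repressor of the receptor, by 1.43 (standard error 0.14). Of 28 genes of NRF2 and glutathione detoxification, 12 rose, 0 fell and 16 did not pass (22 rose when adjusted over the list alone). Their median was 0.89 (adjusted p = 1.41e-26 from camera and adjusted p = 0.00922 with an estimated correlation). Gsta2, a glutathione S-transferase, rose by 2.14 (standard error 0.30), Cbr3, a carbonyl reductase, by 2.11 (standard error 0.12), and Akr1b8, an aldo-keto reductase, by 2.08 (standard error 0.20). Of 14 genes of club and secretory airway cells, 5 rose, 0 fell and 9 did not pass (9 rose when adjusted over the list alone, adjusted p = 3.59e-12 from camera and adjusted p = 0.0246 with an estimated correlation). Adh7, an alcohol dehydrogenase, rose by 2.58 (standard error 0.19), and Scgb3a1, a secreted airway protein, by 2.33 (standard error 0.41), while its second probe did not pass, at 2.13 (adjusted p = 0.0502).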

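The genes that fell with CS in Hhip+/+ lungs were led by Ngp and Camp, which encode granule proteins of neutrophils. Ngp fell by 2.05 on the log2 scale (standard error 0.29) and Camp fell by 1.89 (standard error 0.33). Of 20 neutrophil genes, 0 rose, 2 fell and 18 did not pass (12 fell when adjusted over the list alone), with a median of -0.87. The call from camera (adjusted p = 1.73e-10) did not hold, with adjusted p = 0.0691 with an estimated correlation. Of 18 genes of CD8 and NK cytotoxic cells, 0 rose, 2 fell and 16 did not pass (9 fell when adjusted over the list alone, adjusted p = 2.82e-08 from camera and adjusted p = 0.0127 with an estimated correlation). The chemokine gene Ccl5 fell by 0.71 (standard error 0.13), and Nkg7, a granule protein of killer lymphocytes, fell by 0.68. Of 23 effectors of lymphocyte activation, 0 rose, 2 fell and 21 did not pass (13 fell when adjusted over the list alone, adjusted p = 1.62e-12 from camera and adjusted p = 0.0507 with an estimated correlation). Dusp2, a phosphatase of activated lymphocytes, fell by 1.06 (standard error 0.15), and its second probe did not pass, at -0.96. Over all probes, 97 rose and 59 fell at an adjusted p under 0.05 from limma, 156 in all from 140 genes. The share that rose was 62.2%, and 49.7% with arrays scaled to a common median instead. Leaving out 1 mouse moved the total by more than 1.5 times in 4 cases, to 73 without Hhip+/+ Air replicate 15, 78 without Hhip+/+ Air replicate 9, 85 without Hhip+/+ CS replicate 7 and 94 without Hhip+/+ CS replicate 12.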

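In Hhip+/- lungs, Cyp1b1 rose with CS by 2.18 on the log2 scale (standard error 0.15, adjusted p = 0.000367 from limma, n = 6 mice per group). D930020B18Rik fell by 1.12 (standard error 0.12, adjusted p = 0.0150). No other gene passed, so that 1 probe rose and 1 fell, while 3125 had an unadjusted p under 0.05 against 1036 by chance. Among genes that did not pass, Slc7a11, the cystine transporter, differed by 1.71 (standard error 0.29, adjusted p = 0.0811) and was detected in 2 of 6 Air and 6 of 6 CS lungs. Gpnmb, a glycoprotein of lipid-laden macrophages, differed by 1.30 (standard error 0.30, adjusted p = 0.107), and Adh7 by 0.18 (standard error 0.21, adjusted p = 0.752). Of the 8 targets of the aryl hydrocarbon receptor, 1 rose and 7 did not pass (3 rose when adjusted over the list alone, median 0.31, adjusted p = 2.03e-05 from camera and adjusted p = 0.106 with an estimated correlation). Of the 28 detoxification genes, 0 rose and 28 did not pass (9 rose when adjusted over the list alone, median 0.29, adjusted p = 7.57e-09 from camera and adjusted p = 0.185 with an estimated correlation). Of 23 B cell genes, 0 rose and 23 did not pass (20 rose when adjusted over the list alone, median 1.13, adjusted p = 3.98e-16 from camera and adjusted p = 0.335 with an estimated correlation). Of 23 endothelial genes, 0 fell and 23 did not pass (1 rose and 13 fell when adjusted over the list alone, median -0.47, adjusted p = 4.90e-08 from camera and adjusted p = 0.335 with an estimated correlation). Setting the list of one genotype beside that of the other does not test a difference between them, which the interaction term does. The total was 1 without Hhip+/- CS replicate 3 and 128 without Hhip+/- CS replicate 22, and 9 of 12 mice moved it by more than 1.5 times. It was 22 without chip in the model. The share that rose was 50.0%, and 76.2% with arrays scaled to a common median.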

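In air, Hhip+/- lungs differed from Hhip+/+ lungs in some clock genes and some airway genes. Dbp, a transcription factor driven by the circadian clock, was higher by 2.50 on the log2 scale (standard error 0.17, adjusted p = 0.000155 from limma, n = 6 mice per group), and Arntl, which encodes the clock activator BMAL1, was lower at -1.09 (standard error 0.10, adjusted p = 0.00248). Of 15 clock genes, 2 rose, 1 fell and 12 did not pass (5 rose and 2 fell when adjusted over the list alone, median 0.08, adjusted p = 0.0449 from camera and adjusted p = 0.263 with an estimated correlation). Of 14 genes of club and secretory airway cells, 2 rose, 0 fell and 12 did not pass (7 rose when adjusted over the list alone, median 0.39, adjusted p = 2.30e-08 from camera and adjusted p = 0.225 with an estimated correlation). These were Cyp2a5, a cytochrome P450 of the airway (1.40, standard error 0.24, with a second probe at 1.07 that did not pass), and Adh7 (1.04, standard error 0.12). Of 20 neutrophil genes, 0 rose, 1 fell and 19 did not pass (10 fell when adjusted over the list alone, median -0.72, adjusted p = 7.10e-07 from camera and adjusted p = 0.225 with an estimated correlation). The member was Clec4d, a receptor of myeloid cells, at -1.55 (standard error 0.28, adjusted p = 0.0481). Thbs1, which encodes thrombospondin 1, fell by 1.45 (standard error 0.26), and Lama1, a laminin chain, fell by 1.30 (standard error 0.23). Over all probes, 45 rose and 41 fell, 86 in all from 82 genes. The share that rose was 52.3%, and 23.3% with arrays scaled to a common median, while more probes were lower than higher in 3 of 12 fits without 1 mouse. The total was 14 without Hhip+/+ Air replicate 9 and 137 without Hhip+/+ Air replicate 2, and 9 of 12 mice moved it by more than 1.5 times. It was 18 on the authors' deposited values.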

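In CS, some B cell genes were higher in Hhip+/- than in Hhip+/+ lungs. Pou2af1, a coactivator of B cell transcription, was higher by 1.84 on the log2 scale (standard error 0.40, adjusted p = 0.0445 from limma, n = 6 mice per group), Tnfrsf13c, the receptor for the survival factor BAFF, by 1.83 (standard error 0.36) and Blk, a B cell kinase, by 1.54 (standard error 0.34). Of the 3 probes of Blk, 2 passed, and the lowest was at 0.31. Of 23 B cell genes, 10 rose, 0 fell and 13 did not pass (20 rose when adjusted over the list alone, median 1.31, adjusted p = 9.25e-18 from camera and adjusted p = 0.161 with an estimated correlation). Of 24 T cell genes, 5 rose, 0 fell and 19 did not pass (19 rose when adjusted over the list alone, median 0.94, adjusted p = 4.57e-16 from camera and adjusted p = 0.161 with an estimated correlation). Cd6, a T cell surface receptor, was higher by 1.43 (standard error 0.26) and Cd247, the zeta chain of the T cell receptor, by 1.25 (standard error 0.26). Of 3 probes each, 2 of Cd6 and 1 of Cd247 passed, and their lowest were at 0.41 and 0.30. Of 10 plasma cell genes, 2 rose, Mzb1 by 2.25 (standard error 0.47) and Irf4 by 1.60 (standard error 0.25), and 8 did not pass (5 rose when adjusted over the list alone, adjusted p = 7.16e-06 from camera and adjusted p = 0.186 with an estimated correlation). The heat shock gene Hspa1a fell by 2.17 (standard error 0.35), the natriuretic peptide receptor gene Npr3 fell by 1.98 (standard error 0.24), and Lox, the crosslinker of elastin and collagen, fell by 1.42 (standard error 0.22). Of the 8 targets of the aryl hydrocarbon receptor, 3 fell and 5 did not pass (5 fell when adjusted over the list alone, median -0.72, adjusted p = 1.11e-05 from camera and adjusted p = 0.123 with an estimated correlation). Cyp1a1 was at least 2.48-fold lower, and Cyp1b1 was lower at -0.90 (standard error 0.12). Of the 28 detoxification genes, 2 fell and 26 did not pass (10 fell when adjusted over the list alone, median -0.38, adjusted p = 2.83e-07 from camera and adjusted p = 0.161 with an estimated correlation). Over all probes, 237 rose and 194 fell, 431 in all from 403 genes. The share that rose was 54.99%, and 70.7% with arrays scaled to a common median, while more probes were lower than higher in 8 of 12 fits without 1 mouse. The total was 23 without Hhip+/- CS replicate 3 and 906 without Hhip+/- CS replicate 22, and 11 of 12 mice moved it by more than 1.5 times. It was 247 without chip in the model and 101 on the authors' deposited values. The Hhip+/- CS mice differed widely. The mean log2 deviation of the B cell genes from their means over the 24 mice was 1.52, 1.77 and 0.88 in Hhip+/- CS replicates 10, 16 and 21, and 0.45, 0.24 and -0.18 in replicates 1, 3 and 22. In a fit chosen after seeing the data, limma called 0 probes without replicates 10, 16 and 21 (1968 at an unadjusted p under 0.05). These 3 were picked by the B cell genes themselves and fewer mice enter, so a lower count follows in part from the choice.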

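The interaction term is the log2 change with CS in Hhip+/- lungs minus that in Hhip+/+ lungs, so a positive value means a higher response in Hhip+/-. Adh7 had the most negative value, -2.40 (standard error 0.31, adjusted p = 0.00119 from limma, n = 6 mice per group). Its log2 signal went from 9.12 in air to 11.70 in CS in Hhip+/+ lungs and from 10.16 to 10.34 in Hhip+/- lungs. Cyp1a1 also passed with a negative term (adjusted p = 0.00116), whose size is not given because its probe was detected in 1 group only. The term was -1.53 for Cbr3 (standard error 0.20), -1.48 for Aldh3a1 (standard error 0.29) and -1.66 for Wnt7b, a ligand of the WNT pathway (standard error 0.33). The second probe of Wnt7b did not pass, at -0.71. Among the positive values, Pou2f2, the B cell factor Oct-2, had 2.69 (standard error 0.49), Prkcb, a kinase of B cell receptor signaling, 1.95 (standard error 0.29), and Ptprc, which encodes the leukocyte antigen CD45, 2.03 (standard error 0.49). Il1r2, the decoy receptor of interleukin 1, had 2.22 (standard error 0.46), Trem1, an activating receptor of neutrophils, 2.16 (standard error 0.49), and Clec4d 2.03 (standard error 0.40). A second probe of Trem1 did not pass, at 0.71. Of 20 neutrophil genes, these 3 had a positive term and 17 did not pass (11 positive when adjusted over the list alone, median 1.19, adjusted p = 1.80e-07 from camera and adjusted p = 0.0805 with an estimated correlation). The mean log2 deviation of the 20 genes from their means was 0.50 in Hhip+/+ Air and -0.32 in Hhip+/+ CS lungs. It was -0.20 in Hhip+/- Air and 0.02 in Hhip+/- CS lungs. The positive terms of this list thus came mainly from the fall with CS in Hhip+/+ lungs. Of 8 targets of the aryl hydrocarbon receptor, 4 had a negative term and 4 did not pass (4 negative when adjusted over the list alone, median -0.64, or -0.29 over the 7 without Cyp1a1, adjusted p = 2.11e-05 from camera and adjusted p = 0.0287 with an estimated correlation). Of 28 detoxification genes, 4 had a negative term and 24 did not pass (14 negative when adjusted over the list alone, median -0.62, adjusted p = 2.83e-09 from camera and adjusted p = 0.0450 with an estimated correlation). Of 14 genes of club and secretory airway cells, 3 had a negative term and 11 did not pass (6 negative when adjusted over the list alone, adjusted p = 8.42e-07 from camera and adjusted p = 0.0805 with an estimated correlation). Over all probes, 247 had a positive and 191 a negative term, 438 in all from 402 genes. The positive share was 56.4%, and 73.3% with arrays scaled to a common median. The total was 182 without Hhip+/- Air replicate 14 and 774 without Hhip+/- CS replicate 22, and 11 of 24 mice moved it by more than 1.5 times. It was 275 on the authors' deposited values.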

There were 266 genes that showed significant genotype-by-CS treatment interaction (*P* adj <0.05, indicated by the blue oval in Figure 2A, Additional file 4: Table S2A). Furthermore, these 266 genes are enriched for B and T cell activation and positive regulation of immune response as revealed by GeneMANIA analysis [15,16] (Additional file 2: Table S2B), suggesting an unexpected role of HHIP in lymphocyte activation. Furthermore, 41 out of these 266 genes (Additional file 2: Table S3A) also showed differential gene expression in *Hhip*^*+/+*^-CS vs. *Hhip*^*+/-*^-CS group comparisons (overlap between blue and green oval in Figure 2A) that are also enriched in lymphocyte activation by pathway analysis (Additional file 2: Table S3B). 

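Some effectors of lymphocyte activation, B cell genes and T cell genes had positive interaction terms. Of 23 effectors of lymphocyte activation, 13 had a positive term, 0 a negative one and 10 did not pass (20 positive when adjusted over the list alone, median 1.09, adjusted p = 1.60e-18 from camera and adjusted p = 0.0433 with an estimated correlation). Tnfaip3, a brake on NF-kB signaling, had a term of 1.55 (standard error 0.29, adjusted p = 0.0116 from limma, n = 6 mice per group), and Rac2, a GTPase of blood cells, 1.56 (standard error 0.35). Of 23 B cell genes, 6 had a positive term, 0 a negative one and 17 did not pass (18 positive when adjusted over the list alone, median 1.25, adjusted p = 5.37e-16 from camera and adjusted p = 0.0805 with an estimated correlation). Btk, the kinase downstream of the B cell receptor, had 1.11 (standard error 0.25). Of 24 T cell genes, 2 had a positive term, 0 a negative one and 22 did not pass (15 positive when adjusted over the list alone, median 0.97, adjusted p = 5.27e-12 from camera and adjusted p = 0.108 with an estimated correlation). Rasgrp1, an activator of Ras in T cells, had 1.30 (standard error 0.24), while its other probes, down to 0.05, did not pass. Of 13 genes of lymph node or lymphoid stroma, 1 had a positive term and 12 did not pass (7 positive and 1 negative when adjusted over the list alone, median 0.87, adjusted p = 2.43e-05 from camera and adjusted p = 0.167 with an estimated correlation). The Hhip+/- CS mice differed widely from each other. The mean deviation of the B cell genes was 0.78 ± 0.76 (SD, n = 6) in this group, against -0.40 ± 0.26 in Hhip+/+ CS, -0.22 ± 0.21 in Hhip+/- Air and -0.16 ± 0.23 in Hhip+/+ Air. For the T cell genes the means were 0.55 ± 0.63 in Hhip+/- CS, -0.36 ± 0.14 in Hhip+/+ CS, -0.13 in Hhip+/- Air and -0.06 in Hhip+/+ Air. For the effectors they were 0.37 in Hhip+/- CS, -0.30 in Hhip+/+ CS, -0.20 in Hhip+/- Air and 0.13 in Hhip+/+ Air. In all 3 lists the mean was lower in CS than in air in Hhip+/+ lungs and higher in Hhip+/- lungs. Both shifts enter the interaction terms. Glycam1, a marker of high endothelial venules, (chosen after its values were seen) had log2 signals of 12.01, 13.26 and 12.34 in Hhip+/- CS replicates 10, 16 and 21 and of 4.57, 4.65 and 4.64 in the other Hhip+/- CS mice (genotype difference in CS 3.68, standard error 1.30, adjusted p = 0.160 from limma). Its probe was detected on 3 of 6 Hhip+/- CS and 1 of 6 Hhip+/+ CS arrays, so the floor sets its lowest values and the size of this difference is not exact. Glycam1 was also at 7.17 and 7.27 in Hhip+/+ Air replicates 9 and 15, at 7.63 in Hhip+/- Air replicate 13 and at 6.50 in Hhip+/+ CS replicate 12, all on the second chip with Hhip+/- CS replicates 10 and 16. Ccl19, a chemokine of lymphoid tissue chosen the same way, had 12.20, 12.71 and 11.12 in the same 3 mice. Within the 3 chips, each with 2 mice per group, the genotype difference in CS was 0.95, 2.07 and 0.52 for the B cell genes and 0.46, 1.61 and 0.65 for the T cell genes. In a fit chosen after seeing the data, leaving aside these 3 mice, picked by the B cell genes, gave 38 interaction probes (unadjusted 2224). From the enrichment of the interaction genes, the paper proposes a role of HHIP in lymphocyte activation. It also reports lymphoid aggregates, counts and activation of cytotoxic T cells and a T cell cytokine, which were not analysed here.

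**Figure D1:**
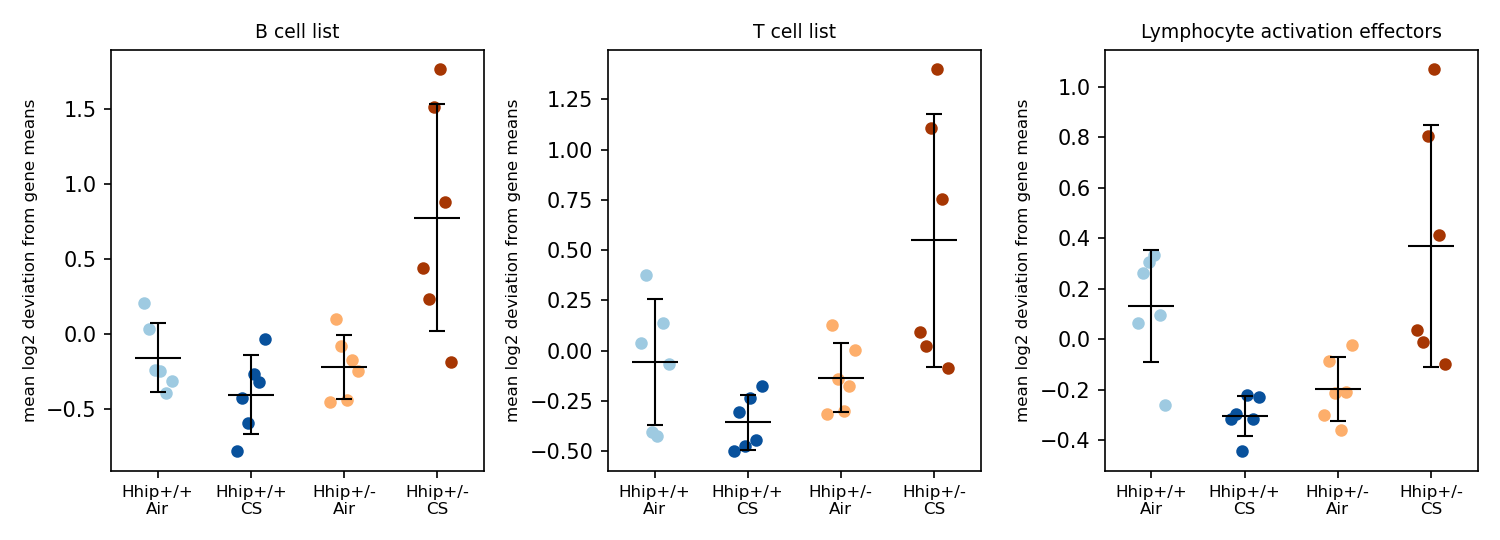
Mean log2 deviation from the gene means (vertical axes) of the B cell genes, the T cell genes and the effectors of lymphocyte activation in the 4 groups (horizontal axes). Points are mice, bars are means and whiskers are SDs (n = 6 mice per group). The effectors average 0.37 ± 0.48 in Hhip+/- CS and -0.30 ± 0.08 in Hhip+/+ CS, against -0.20 ± 0.13 in Hhip+/- Air and 0.13 ± 0.22 in Hhip+/+ Air. The Hhip+/- CS mice are the most spread out in all 3 panels.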

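Genes with both an interaction and a genotype difference in CS included Arhgap4, Hcst and Gclm. Arhgap4, a GTPase activating protein of blood cells, was higher by 1.27 on the log2 scale in Hhip+/- CS than in Hhip+/+ CS lungs (standard error 0.20, adjusted p = 0.0201 from limma, n = 6 mice per group), with an interaction term of 1.63 (standard error 0.26). Hcst, an adaptor of killer cell receptors, was higher by 0.96 (standard error 0.17), with a term of 1.40 (standard error 0.22). Gclm, a subunit of the enzyme that starts glutathione synthesis, was lower at -0.98 in this comparison, with a term of -1.24 (standard error 0.24). The overlap held 148 genes, 91 higher and 57 lower, and the 156 probes in both lists all had the same sign. Of 23 effectors of lymphocyte activation, 8 were in the overlap (adjusted p = 6.03e-10 from a one-sided Fisher's exact test), as were 4 of 23 B cell genes (adjusted p = 0.000612), 3 of 24 T cell genes (adjusted p = 0.00943) and 3 of 8 targets of the aryl hydrocarbon receptor (adjusted p = 0.000587). With 2 genes each in the overlap, CD8 and NK cytotoxic cells, adipocytes, fibroblasts and elastic matrix, and cardiac and skeletal muscle also passed (adjusted p = 0.0454 for each), and the detoxification genes did not, with 2 of 28 (adjusted p = 0.0809). Fisher's test takes genes as independent, but genes of a list can move together from mouse to mouse. Its p-values may thus be too small and do not measure the spread between mice. With an estimated correlation, no list passed camera for the genotype difference in CS. The interaction and the genotype difference in CS also rest on the same 12 CS arrays. Unchanged groups simulated against shared arrays gave an overlap of at most 0 genes in 20 runs, which follows from limma calling few probes where nothing changes and is no yardstick. Independent lists of these sizes would share 11.0 (3.43 higher and 2.13 lower). The 2 sets of changes correlated across probes at r = 0.81, against 0.70 with shared arrays alone, and their covariance was 0.0779 against 0.0234. Genes are not independent replicates. With the CS arrays split so that each list used other arrays, 3 per group, the overlap was 0 in both splits, since limma called 0 genotype differences in CS with so few mice, while the correlation was 0.57 and 0.42. The overlap was 12 without Hhip+/- CS replicate 3 and 376 without Hhip+/- CS replicate 22, and 11 of 12 mice moved it by more than 1.5 times. It was 91 without chip in the model and 39 on the authors' deposited values.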

To exclude possible bias resulting from different numbers of genes in each comparison, we also used probe sets to perform these comparisons. A similar number of genes were identified when probe sets instead of genes were used (Additional file 1: Figure S3).

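With the probes of each gene averaged into 1 value per gene, CS changed 143 genes in Hhip+/+ and 16 in Hhip+/- lungs, genotype changed 80 genes in air and 391 in CS, and 403 genes had an interaction (adjusted p under 0.05 from limma). The overlap between the interaction and the genotype difference in CS was 156 genes on this scale. Coro1a, an actin regulator of leukocytes, shows how the probes of a gene can fall on both sides of the threshold. Between the genotypes in CS, 1 of its 4 probes passed and 3 did not, with log2 differences from 0.86 to 1.13 (adjusted p from 0.0387 to 0.0585 from limma). Among the named genes with more than 1 probe, the probes fell on both sides of the threshold for 8 of 38 genes for CS in Hhip+/+, 0 of 30 for CS in Hhip+/-, 8 of 33 for genotype in air, 16 of 40 for genotype in CS and 18 of 40 for the interaction.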

**Figure 2:**
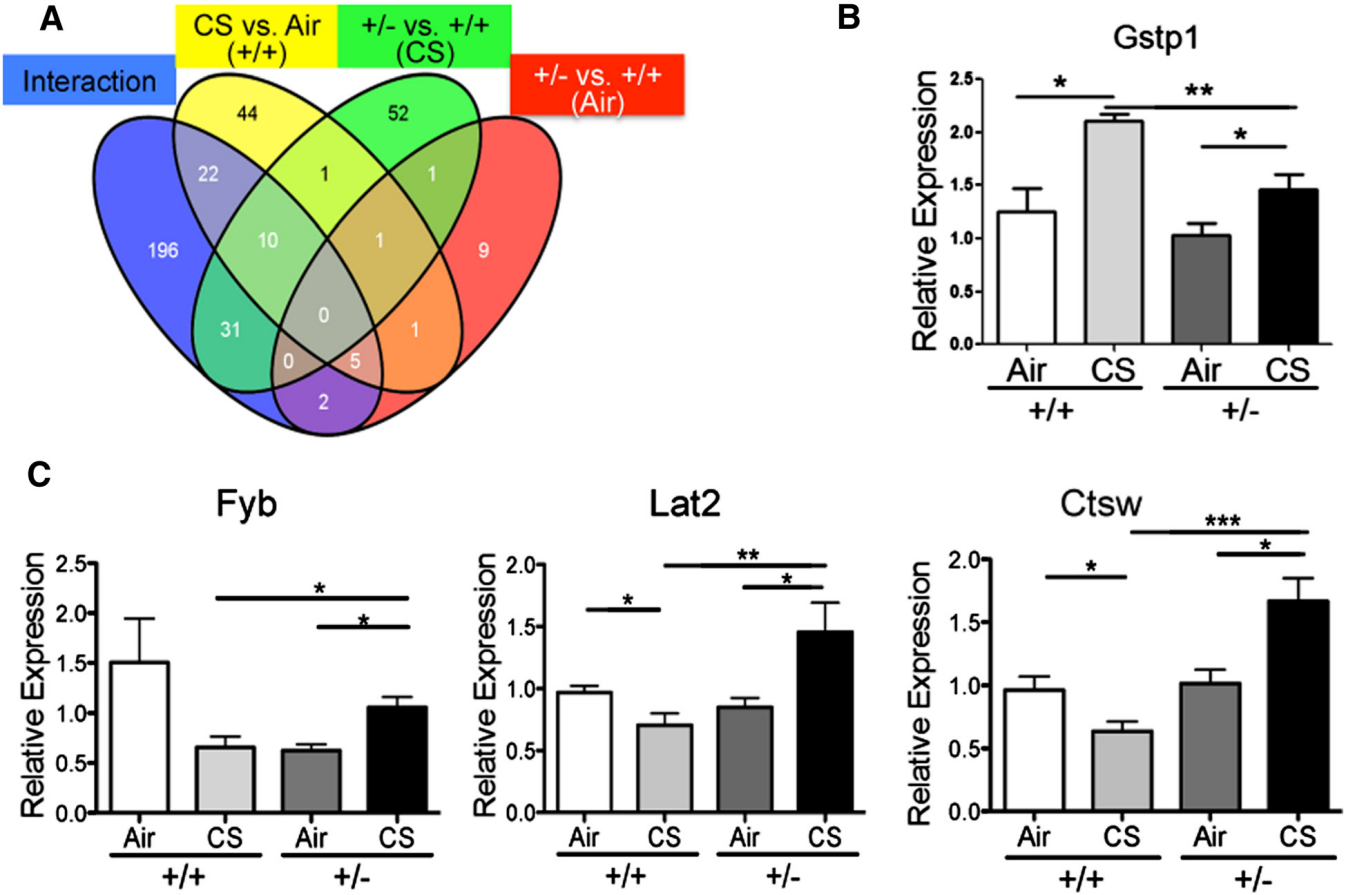
**Gene expression profiling in lungs from** ***Hhip*** ^***+/-***^ **and** ***Hhip*** ^***+/+***^ **control mice exposed to either room air (Air) or cigarette smoke (CS) for 6 months. (A)** Venn diagram shows comparisons of differentially expressed genes in *Hhip* ^*+/+*^-CS vs. *Hhip* ^*+/+*^-Air (yellow oval), *Hhip* ^*+/+*^-CS vs. *Hhip* ^*+/-*^-CS (green oval), *Hhip* ^*+/-*^-Air vs. *Hhip* ^*+/+*^-Air (red oval) and genes enriched based on interaction with smoke treatment (blue oval). **(B)** Real-time PCR showed differential gene expression of Gstp1 and also of a subset of genes **(C)** revealed by gene-by-treatment interaction analysis. Relative gene expression levels were expressed as fold changes after normalized to Gapdh (glyceraldehyde 3-phosphate dehydrogenase) as the reference gene. Mean ± SEM are shown; n = 6 mice/group. Unpaired t test. *P <0.05; **P <0.01. ***P <0.001.

We then validated expression changes of 16 genes that demonstrated significant gene-by-CS treatment interactions and also were related to lymphocyte activation pathways by real-time RT-PCR (Additional file 2: Table S4). One gene, Gstp1 (Glutathione S-Transferase P1), which showed differential expression between both *Hhip*^*+/-*^*-*CS vs. *Hhip*^*+/+*^*-*CS (green in Figure 2A) and *Hhip*^*+/+*^*-*CS vs. *Hhip*^*+/+*^*-*air (yellow in Figure 2A), demonstrated diminished induction by CS in *Hhip*^*+/-*^ vs. *Hhip*^*+/+*^ mice (Figure 2B). Moreover, several genes that were identified as having significant genotype-by-treatment interactions and were related to lymphocyte activation showed increased expression in the lungs of *Hhip*^*+/-*^*-*CS compared to *Hhip*^*+/+*^-CS mice (Figure 2C) and significant genotype-by-treatment interaction as suggested by two-way ANOVA analysis (Figure 2C, *P* <0.01). For example, Fyb (Fyn binding protein), also called ADAP (adhesion and degranulation-promoting adapter protein), promotes T cell conjugation to antigen-laden antigen presenting cells (APC) and enhances T cell survival [26]. 

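Gstp1 conjugates glutathione to electrophiles, and its log2 signal rose with CS in Hhip+/+ lungs from 12.52 ± 0.23 (SD, n = 6 mice) to 13.40 ± 0.21, a change of 0.88 (standard error 0.09, adjusted p = 0.000921 from limma). In Hhip+/- lungs it was 12.64 ± 0.05 in air and 13.01 ± 0.31 in CS, a change of 0.37 that did not pass (standard error 0.11, adjusted p = 0.154). Between the genotypes in CS, this brightest probe of Gstp1 differed by -0.40 (standard error 0.11, adjusted p = 0.0949). The dimmest probe passed at -0.80 (standard error 0.13, adjusted p = 0.0238), and the third differed by -0.40 (standard error 0.13, adjusted p = 0.137). The interaction term of Gstp1 was -0.51 (standard error 0.14, adjusted p = 0.0588) for the brightest probe, -0.80 (adjusted p = 0.0992) for the dimmest and -0.35 (adjusted p = 0.220) for the third, so no probe passed. The log2 change in Hhip+/- lungs was 0.42 of that in Hhip+/+ lungs for Gstp1 (standard error 0.13). Over the 17 genes of detoxification and of the aryl hydrocarbon receptor that rose in Hhip+/+ lungs, this share was under 1 for all 17, from -0.03 for Gsta3 to 0.69 for Cyp1b1 (standard error 0.06), with a median of 0.29. For Cyp1a1, detected in 1 group only, the floor sets the share. These 17 were chosen for passing in Hhip+/+, which by itself lowers the share. Without that choice, the interaction term was positive for 1 of the 8 receptor targets and 5 of the 28 detoxification genes.

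**Figure D2:**
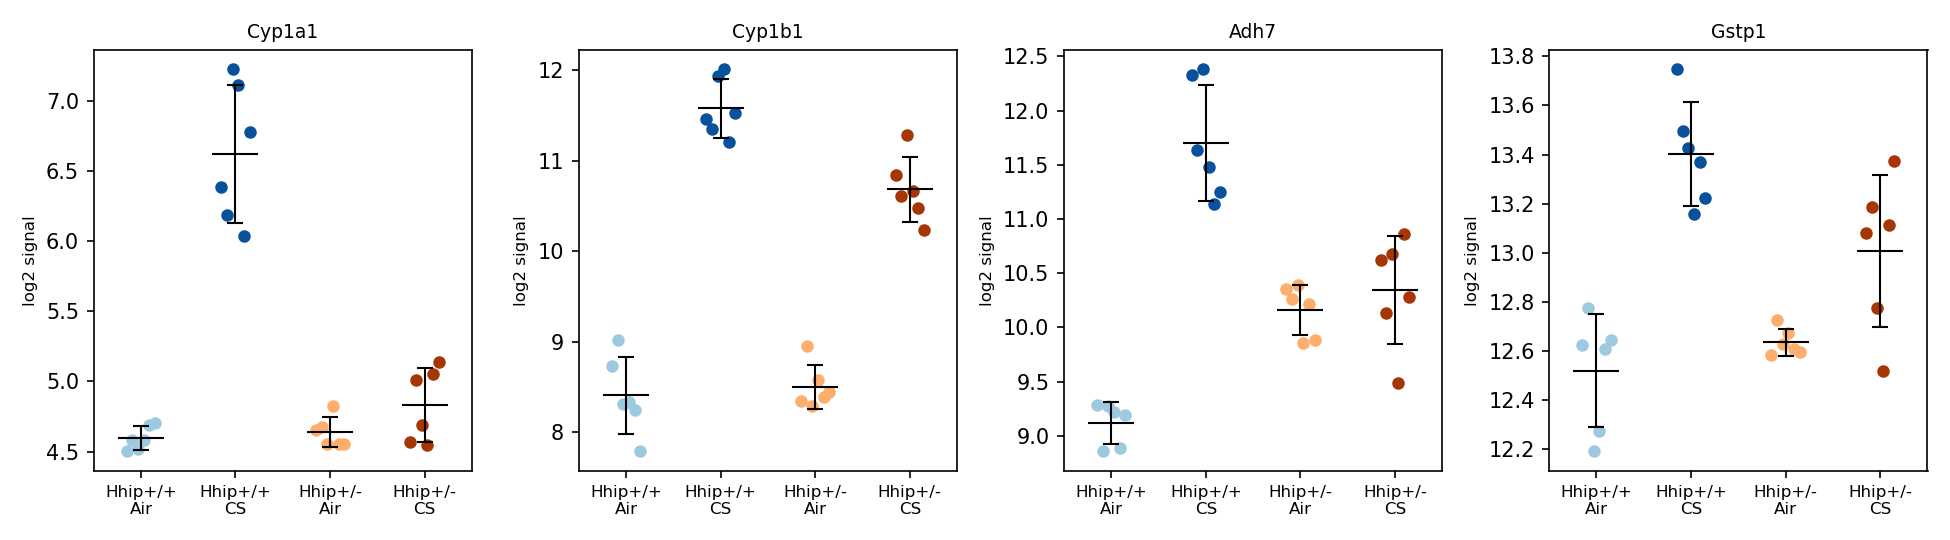
Log2 signal (vertical axes) of Cyp1a1, Cyp1b1, Adh7 and Gstp1 in the 4 groups (horizontal axes). Points are mice, bars are means and whiskers are SDs (n = 6 mice per group). Gstp1 rises from 12.52 to 13.40 with CS in Hhip+/+ lungs and stands at 12.64 and 13.01 in Hhip+/- lungs, where its change did not pass the test.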

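Fyb, Lat2 and Ctsw were higher in Hhip+/- CS than in Hhip+/+ CS lungs. The log2 signal of Fyb, an adaptor of the T cell receptor, was 9.20 ± 0.26 (SD, n = 6 mice) in Hhip+/- CS and 8.25 ± 0.25 in Hhip+/+ CS lungs, higher by 0.95 (standard error 0.13, adjusted p = 0.0161 from limma). In air it was 8.40 ± 0.28 in Hhip+/- and 9.12 ± 0.70 in Hhip+/+ lungs, and the interaction term was 1.67 (standard error 0.31, adjusted p = 0.0107). Lat2, an adaptor of B and myeloid cells, was at 10.32 ± 0.61 in Hhip+/- CS and 9.28 ± 0.28 in Hhip+/+ CS lungs, higher by 1.04 (standard error 0.21, adjusted p = 0.0387), with a term of 1.08 (adjusted p = 0.0456). Its second probe also passed both tests, at 0.98 and 1.32. Ctsw, a protease of cytotoxic lymphocytes, was at 9.49 ± 0.48 and 8.36 ± 0.21, higher by 1.13 (standard error 0.19, adjusted p = 0.0238), with a term of 1.31 (adjusted p = 0.0238). Itgb7, an integrin that guides lymphocytes to mucosa, was higher by 1.10 (standard error 0.19), and Slc11a1, a metal transporter of phagocytes, by 0.59 (standard error 0.14, 2 of 4 probes passed). Their terms were 1.17 (standard error 0.27) and 1.27 (standard error 0.33). For Slc11a1, 3 of 4 probes had a term past the threshold, and a dimmer one had the largest, 2.10 (standard error 0.54). These genes were chosen by the study on these samples, so their direction is not independent evidence. The genotype difference in CS passed in 10 of 12 fits that left out 1 mouse for Fyb, 5 of 12 for Ctsw and 2 of 12 for Lat2. The interaction passed in 24 of 24 for Fyb, 24 of 24 for Ctsw and 7 of 24 for Lat2, and for Lat2 3 of 10 other settings ended it.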

Linker for activation of T cells family member 2 (Lat2) showed significantly increased expression in the lungs of *Hhip*^*+/-*^*-*CS compared to *Hhip*^*+/+*^-CS mice, in contrast to slightly reduced expression in *Hhip*^*+/+*^ mice after CS exposure. Ctsw (Cathepsin W), encoding a papain-like cysteine proteinase that is specifically expressed in natural killer cells (NK) and cytotoxic T cells, showed increased expression in CS-exposed *Hhip*^*+/-*^ mice compared to *Hhip*^*+/+*^ mice.

### HHIP haploinsufficiency led to activation of CD8+ T cells

Consistent with increased expression of genes involved in lymphocyte activation in *Hhip*^*+/-*^ mice exposed to CS, we also observed significantly increased numbers of lymphoid aggregates in *Hhip*^*+/-*^ mice exposed to CS chronically (Figure 3A, B). Similar to human COPD lungs [27], the presence of lymphoid aggregates near airways is strongly correlated with airspace size in CS-exposed *Hhip*^*+/-*^ mice (Figure 3C) but not *Hhip*^*+/+*^ mice (Additional file 1: Figure S4). We also performed triple staining with antibodies recognizing CD20 (a marker of B cells), CD8 and CD4 (markers of CD8+ and CD4+ T cells, respectively) in lung sections. As shown in Figure 3D, these peri-airway structures are indeed lymphoid aggregates composed of B cells and T cells (mainly CD8+ T cells along with a few CD4+ T cells). Given that CD8+ T lymphocyte activation has been shown to be required for CS-induced emphysema development in a murine model [28], we set out to quantify the number of CD8+ T cells in these four groups of mice using immunohistochemistry. Consistent with the previous report [28], we observed increased number of CD8+ T cells in *Hhip*^*+/+*^ mice exposed chronically to CS. More importantly, this CS-induced CD8+ T infiltration in the alveolar space is significantly enhanced in sections of lungs from Hhip^+/-^ mice (Additional file 1: Figure S5A).

**Figure 3:**
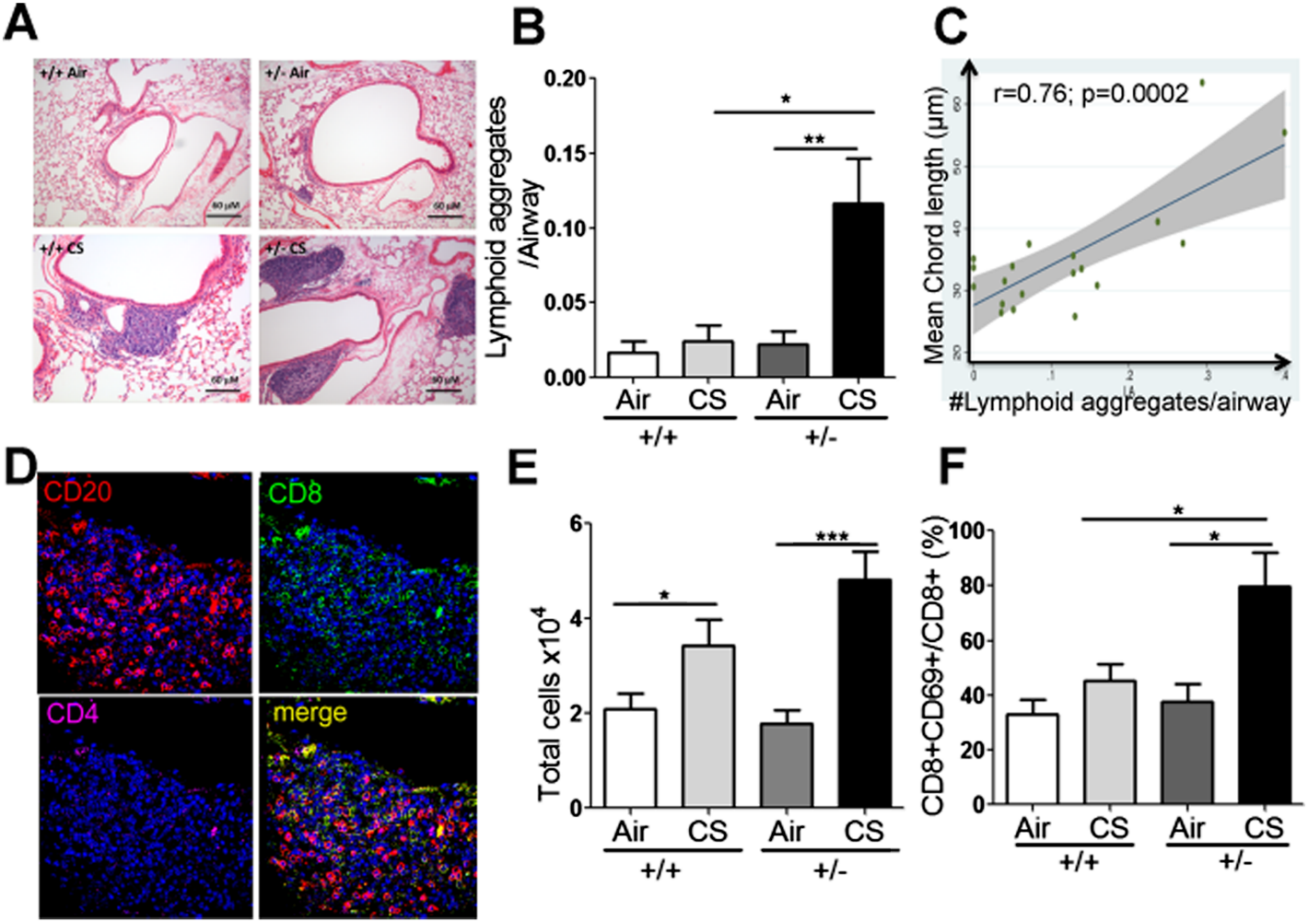
**Increased lymphocyte activation in the lungs of** ***Hhip*** ^***+/-***^ **mice exposed to cigarette smoke (CS). (A)** Representative Hematoxylin and Eosin staining images of lymphocyte aggregates around airways in murine lungs exposed to 6 months of air or CS. **(B)** Quantification of the number of lymphoid aggregates per airway (mean internal diameter of 200 to 1,000 μm) in (A) +/+: *Hhip* ^*+/+*^ mice; +/-, *Hhip* ^*+/-*^ mice. Data are mean ± SEM from >8 mice per group. **(C)** Correlation of the number of lymphoid aggregates per airway (X-axis) with the airspace size (mean chord length, MCL, Y-axis) of *Hhip* ^*+/-*^ mice exposed to CS for 6 months. Pearson correlation coefficients (r) and statistical significance (p) of the correlation coefficient are shown in the figure. **(D)** Representative triple immunostaining for CD20, CD4, and CD8 in a lymphocyte aggregate in a lung section from a Hhip^+/-^ mouse exposed to CS for 6 months. **(E)** Total leukocyte counts in bronchoalveolar lavage samples from *Hhip* ^*+/+*^ and *Hhip* ^*+/-*^ mice exposed to CS for 2 months. Data are means ± SEM from 10 to 11 mice per group. **(F)** Percentage of the CD8 + CD69+ T cells among total CD8+ T cells in lungs after enzymatic digestion from *Hhip* ^*+/-*^ and *Hhip* ^*+/+*^ mice exposed to CS for 2 months quantified using immunostaining and flow cytometry. Data are mean ± SEM; 3 to 6 mice per group. *P <0.05, **P <0.01.

Furthermore, a T lymphocyte-related cytokine, IL-2 [29], was also significantly increased in lung tissues of *Hhip*^*+/-*^ mice compared to *Hhip*^*+/+*^ mice, despite the lack of CS-induced increase in IL-2 levels in *Hhip*^*+/+*^ mice (Additional file 1: Figure S5B, two-way ANOVA analysis, *P* <0.05). Interferon gamma (IFN-γ) also showed a trend toward increased levels in the lungs of *Hhip*^*+/-*^ mice compared to *Hhip*^*+/+*^ mice after CS exposure (Additional file 1: Figure S5C). These changes in lung cytokine levels suggested a genotype-dependent response to CS in *Hhip*^*+/-*^ mice compared to *Hhip*^*+/+*^ mice.

In addition to chronic CS exposure, we also compared lung inflammatory responses in bronchoalvoelar lavage (BAL) samples from *Hhip*^*+/-*^ versus *Hhip*^*+/+*^ mice exposed to CS for 2 months. As expected, total cells in BAL samples increased in *Hhip*^*+/+*^ and *Hhip*^*+/-*^ mice exposed to 2 months of CS (Figure 3E) but total BAL cell counts were comparable in CS-exposed *Hhip*^*+/-*^ and CS-exposed *Hhip*^*+/+*^ mice. More importantly, the percentage of activated cytotoxic T cells, represented by positive staining for both CD8 and CD69, significantly increased in enzymatically digested lung samples from CS-exposed *Hhip*^*+/-*^ mice compared with those in CS-exposed *Hhip*^*+/+*^ mice as detected by flow cytometry (Figure 3F). In contrast, the percentage of activated CD4+ T cells increased in the lungs after CS exposure in both *Hhip*^*+/+*^ and *Hhip*^*+/-*^ mice, and CS-exposed *Hhip*^*+/-*^ mice had a similar percentage of activated CD4+ T cells in their lungs as CS-exposed *Hhip*^*+/+*^ mice (Additional file 1: Figure S5D), indicating that HHIP haploinsufficiency had less effect on the CS-induced activation of CD4+ T cells in murine lungs.

### Application of network models in mice exposed chronically to cigarette smoke

To interrogate potential regulatory mechanisms that differed in *Hhip*^*+/-*^ vs. *Hhip*^*+/+*^ mice and infer molecular driving factors that may contribute to the murine phenotypes described above, we constructed network models from microarray gene expression data using the PANDA (Passing Attributes between Networks for Data Assimilation) method [18]. PANDA integrates multiple sources of information, including protein-protein interaction, gene expression, and sequence motif data, to construct genome-wide, condition-specific regulatory networks. PANDA starts with a ‘prior’ map of potential transcription factor (TF)-gene interactions, often estimated by scanning the promoter regions of genes for the binding sites of TFs with known position-weight matrices. It then integrates this information with gene expression and protein-protein interaction data, using a message-passing approach to iteratively update the given initial map by evaluating (1) the similarity between gene co-expression and TF-targeting patterns as well as (2) the similarity between TF-TF (protein) interactions and input gene regulatory patterns. The result is a regulatory network estimate consistent with all sources of input data.

We applied PANDA to reconstruct sets of networks for the *Hhip*^*+/+*^-air, *Hhip*^*+/+*^-CS, *Hhip*^*+/-*^*-*air and *Hhip*^*+/-*^*-*CS groups (Figure 4A). To do this, we employed a ‘jack-knife’ technique to sample, without replacement, multiple times from each set of input expression arrays. This resulted in a set of networks for each condition of interest. For each set, we averaged the estimated weights (scores) for each potential interaction (or ‘edge’, representing transcriptional regulation between a transcription factor and a target gene). We also compared the distribution of weights for each interaction between network sets to quantify uncertainty in the predictions by *P* values. We used these two values to identify edges significantly different between each pair of conditions (absolute difference in average-weight >3 and *P* <0.001 based on an unpaired t-test comparing the distributions) (Figure 4B); the sets of edges that met these criteria define condition-specific subnetworks. The size of these subnetworks, based on the number of edges identified in each comparison, as well as the number of transcription factors and target genes associated with each subnetwork, is indicated in Additional file 2: Table S5. From these subnetworks, we set out to identify: (1) the genes that are differentially targeted under these four conditions; and (2) the TFs that differentially regulate genes under these four conditions. We focused on the comparison between CS-exposed *Hhip*^*+/-*^ and *Hhip*^*+/+*^ mice.

**Figure 4:**
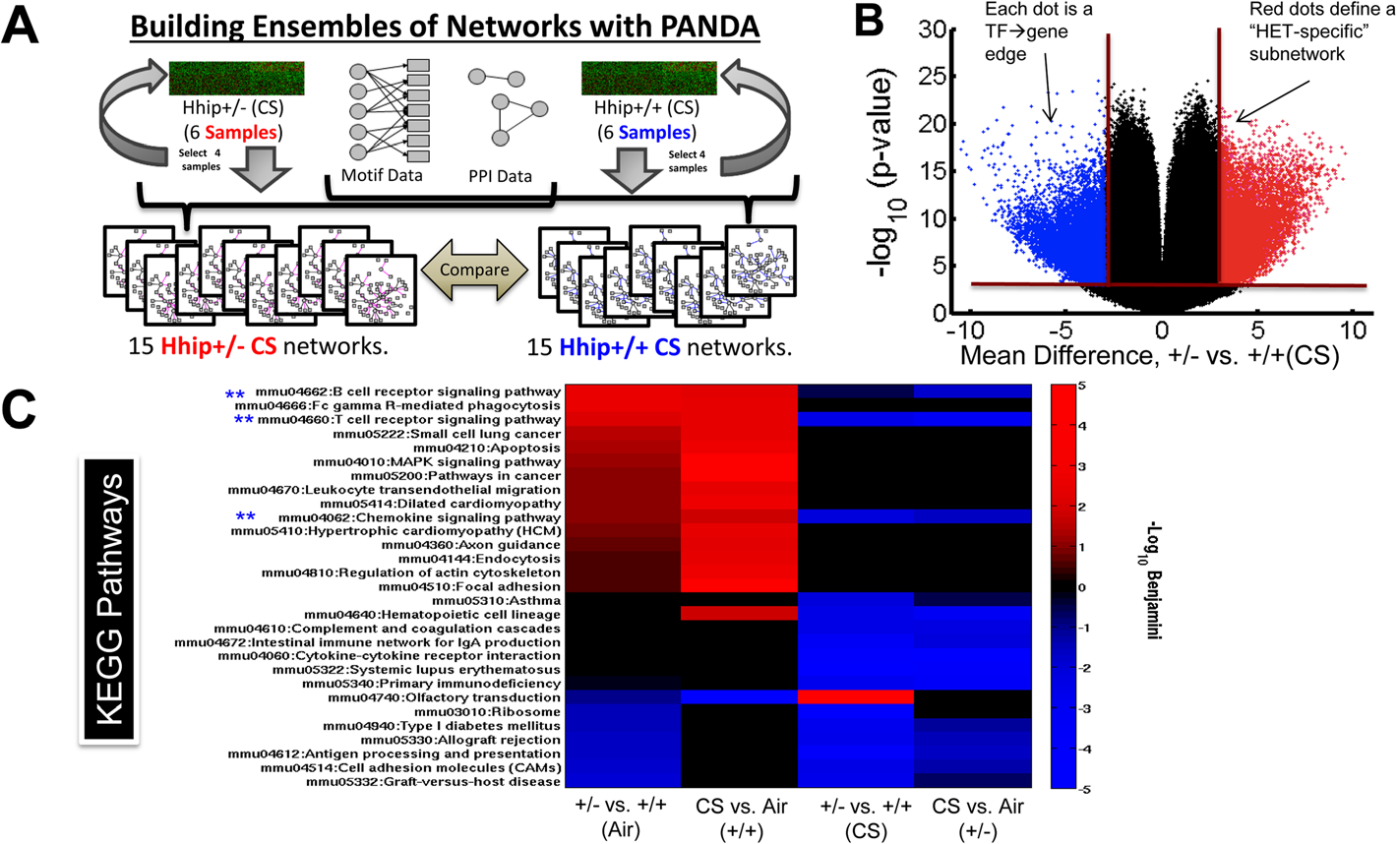
**Network analysis applying the ‘PANDA’ method to** ***Hhip*** ^***+/-***^ **mice vs.** ***Hhip*** ^***+/+***^ **mice treated with either room air (Air) or cigarette smoke (CS) for 6 months. (A)** Diagram to illustrate building networks using PANDA to combine transcription factor motif and physical protein interaction data with gene expression data from each group using a jack-knife subsampling method. **(B)** A volcano plot illustrating the selection of subnetworks by choosing high-probability edges specific to either the *Hhip* ^*+/-*^-CS (red) or *Hhip* ^*+/+*^-CS (blue) model. Red lines illustrate the thresholds used to select these edges, which were based on both the difference in average edge-weight (vertical lines) as well as *P* value significance (horizontal line). **(C)** Enriched KEGG Pathways (false discovery rate (FDR) <0.01) associated with at least one of eight distinct subnetworks, defined by four different comparisons (each column). FDR statistical significance is shown as a color with red colors representing more significant enrichment in subnetwork 1 (that is, *Hhip* ^*+/-*^ *-*CS in column 3) and blue colors representing more significant enrichment in subnetwork 2 (that is, *Hhip* ^*+/+*^-CS in column 3). Blue stars indicate lymphocyte activation pathway.

In PANDA networks, HHIP is predicted to be connected/regulated by 32 TFs with a putative binding site in the promoter of HHIP (Additional file 1: Figure S6). We then assessed significantly differentially targeted genes in each identified subnetwork by KEGG pathway analysis. The T cell receptor signaling pathways and chemokine signaling pathways were identified to be differentially regulated when comparing *Hhip*^*+/-*^ vs. *Hhip*^*+/+*^ mice either exposed to air or CS (indicated by blue stars in Figure 4C).

Furthermore, from TFs represented in these regulatory subnetworks (Additional file 2: Table S5), we generated a list of differentially regulating TFs based on significant changes in their associated edges (see details in Methods) between the subnetworks (Additional file 2: Tables S6 to S9). For TFs, we also determined their expression levels in the four experimental groups as well as the pairwise differential expression between the groups (using an unpaired t-test) (Figure 5A). 

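Of 34 transcription factors of the regulatory networks, 28 were measured, each given by its brightest probe. On these probes limma called 0 of them in any of the 4 pairwise comparisons. A dimmer probe of Klf4 passed in air (adjusted p = 0.0481 from limma) and another in CS (adjusted p = 0.0403). Pax4 and Sry were detected on 0 arrays, Ascl2 and Foxd3 on 1 and Foxi1 on 2, so a change in these could hardly be seen. The methods' t-test at an unadjusted p under 0.05 gave 2 for CS in Hhip+/+ lungs, 2 for CS in Hhip+/- lungs, 4 for genotype in air and 4 for genotype in CS. After Benjamini-Hochberg adjustment over the list it gave 0, 0, 1 and 0, and the 1 was Klf4 in air. At an unadjusted p under 0.05, limma gave 3, 6, 7 and 8 in the same order. Adjusted over the list alone, limma gave 3 between the genotypes in CS, with Ebf1, a B cell factor, higher by 0.62, and Klf4 and Sox7, a factor of endothelial cells, lower (adjusted p = 0.0474 for each). It gave Klf4 alone in air. The difference for Sox7 in CS was -0.77 (standard error 0.21, adjusted p = 0.0817 over all probes, exact two-sided permutation p = 0.00433, n = 6 mice per group). The study chose these factors from networks built on these samples, so the list is not independent evidence.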

Nine TFs were identified to specifically govern gene regulation in *Hhip*^*+/-*^ but not in *Hhip*^*+/+*^ under treatment of CS (Additional file 2: Tables S8 and S9). Among them, the top expressed TFs in murine lungs are Egr1 (early growth response protein 1), Klf4 (krüppel-like factor 4), and Klf7 (krüppel-like factor 7) (Figure 5B). 

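Egr1, Klf7 and Klf4 were detected on all 24 arrays, with mean log2 signals over the 24 lungs of 12.78, 12.18 and 11.67. The other measured factors among those that the paper assigns to Hhip+/- lungs in CS included Zfp281 at 9.55, Sox5 at 8.98, Tbp, the TATA-binding protein, at 8.82, and Gabpa at 6.65. Of the 9 factors, 7 were measured. These are levels of single probes, which differ in how well they bind, so their order is not an order of transcript amounts. Klf7 differed between the genotypes in CS by -0.43 (standard error 0.16, adjusted p = 0.181 from limma, exact two-sided permutation p = 0.0368, n = 6 mice per group) and in air by -0.28 (adjusted p = 0.311). Egr1 differed in CS by 0.18 (adjusted p = 0.815).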

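Klf4 encodes a zinc finger factor that restrains cell proliferation. Its log2 signal was 11.14 ± 0.37 (SD, n = 6 mice) in Hhip+/- CS, 11.76 ± 0.25 in Hhip+/+ CS, 11.56 ± 0.24 in Hhip+/- Air and 12.22 ± 0.24 in Hhip+/+ Air lungs. Between the genotypes in CS, Klf4 differed by -0.61 (standard error 0.16, 95% confidence interval -0.96 to -0.26). The adjusted p over all probes was 0.0692 from limma, and the exact two-sided permutation p was 0.00649. Of its other probes, 1 passed at -0.64 (adjusted p = 0.0403), and the third did not at -0.67 (adjusted p = 0.0616). In air, Klf4 differed by -0.66 (standard error 0.13, adjusted p = 0.0593, exact two-sided permutation p = 0.00216). There 1 of its 3 probes passed as well, at -0.76 (adjusted p = 0.0481). The interaction term of Klf4 was 0.05 (adjusted p = 0.947). The change with CS was -0.46 in Hhip+/+ (adjusted p = 0.161, exact two-sided permutation p = 0.00433) and -0.42 in Hhip+/- lungs (adjusted p = 0.215, exact two-sided permutation p = 0.0433).

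**Figure D3:**
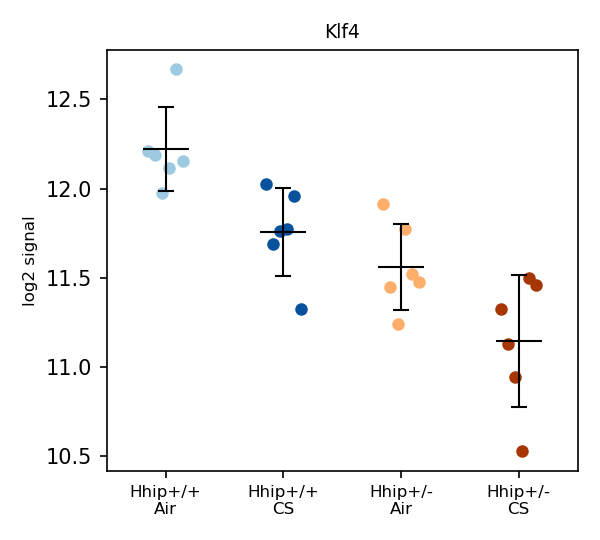
Log2 signal of Klf4 (vertical axis) in the 4 groups (horizontal axis). Points are mice, bars are means and whiskers are SDs (n = 6 mice per group). The means are 12.22 and 11.76 in Hhip+/+ lungs in air and CS and 11.56 and 11.14 in Hhip+/- lungs.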

Interestingly, Klf4, known to be important for T lymphocyte proliferation and activation [30], not only has differential connectivity in *Hhip*^*+/-*^-CS vs*. Hhip*^*+/+*^*-*CS*,* as revealed by PANDA analysis, it also demonstrated significantly reduced expression in *Hhip*^*+/-*^ murine lungs exposed to CS when compared to *Hhip*^*+/+*^ murine lungs exposed to CS (Additional file 1: Figure S7), suggesting a plausible mechanism by which *Hhip*^*+/-*^ mice enhanced lymphocyte activation after CS exposure.

**Figure 5:**
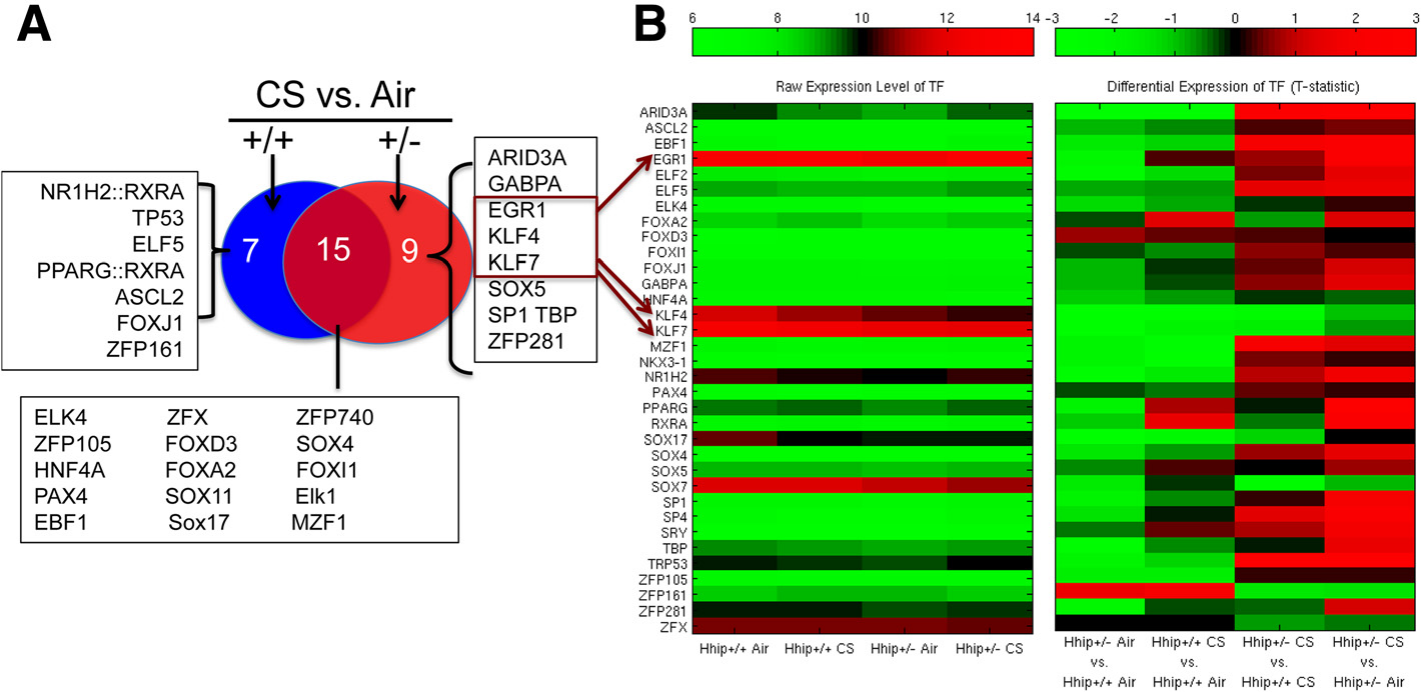
**Transcription factors identified from Subnetworks in PANDA analysis. (A)** Transcription factors (TFs) that govern subnetworks in *Hhip* ^*+/-*^ mice and *Hhip* ^*+/+*^ mice under CS vs. Air treatment. **(B)** Expression of all TFs identified from four subnetworks in murine lungs based on microarray data. Red arrows indicate top three highly expressed TFs in murine lungs that govern subnetworks in *Hhip* ^*+/-*^ mice and *Hhip* ^*+/+*^ mice under CS vs. Air treatment.

Recent genome-wide association studies (GWAS) of COPD have identified several genomic regions that are clearly associated with COPD susceptibility; however, the biological mechanisms by which these genetic loci influence COPD remain undefined. Within one of the most well established COPD GWAS loci upstream from the *HHIP* gene on chromosome 4q31, we have previously identified a functional variant that exerts long-range regulation of the *HHIP* gene [7]. We have now extended those studies by exposing *Hhip*^*+/-*^ mice to chronic CS to model the biological impact of *HHIP* haploinsufficiency in CS-induced emphysema. We demonstrated that *HHIP* haploinsufficiency exaggerated CS-induced airspace enlargement. Gene expression profiling was used to investigate the molecular basis for the observed lung morphological and functional changes in *Hhip* haploinsufficient mice with chronic smoke exposure. Using PANDA, a recently developed network modeling approach, we characterized transcriptional regulatory networks that contribute to the CS-induced alterations in the *Hhip*^*+/-*^ murine lung. Among 15 identified TFs that control differential regulation in *Hhip*^*+/-*^*-*CS mice compared with *Hhip*^*+/+*^*-*CS mice, the top highly-expressed TFs in murine lungs include Klf4, which also showed reduced expression in lungs of CS-exposed *Hhip*^*+/-*^ mice compared to *Hhip*^*+/+*^ mice.

Functional interpretation of GWAS candidate regions/genes in complex diseases has been challenging in human genetics [31]. Given the early post-natal lethality in homozygous *Hhip* knockout mice and the moderate effects of the previously identified human functional variant on expression of *HHIP* [7], we evaluated a heterozygous murine model to dissect the function of this gene in a disease-relevant murine model. It is not unprecedented to observe significant phenotypic changes in heterozygous mice with deficiency of genes that are crucial for morphogenesis, such as *BECN1* [32], *TSC2* [33], and *NPM1* [34] - especially when tissue injury is induced in mice.

Increased lymphoid aggregates in human COPD lung samples were reported 10 years ago to be associated with progression of COPD [27]. We also observed similar lymphoid aggregates formed around airways in CS-exposed mice, and the number of these lymphoid aggregates significantly increased in *Hhip*^*+/-*^ mice exposed to CS. The presence of lymphoid aggregates was highly correlated with airspace enlargement in Hhip^+/-^ mice exposed to CS (Figure 3C), suggesting dysregulated immune responses in *Hhip*^*+/-*^ mice associated with the severity of airspace enlargement. Furthermore, subsequent FACS analysis demonstrated increased CD8+ T cell activation in *Hhip*^*+/-*^ mice exposed to 2 months of CS. Thus, CD8+ T cells may represent the major type of activated lymphocytes in *Hhip*^*+/-*^ mice exposed to CS, which is consistent with findings in human COPD lungs [27]. However, more in-depth investigations are needed to assess the involvement of B cell signaling pathways, as suggested by the pathway analysis based on gene-by-treatment interaction genes (Additional file 2: Table S2B).

In addition to airspace enlargement, we also observed increased lung compliance and reduced tissue elastance in Hhip^+/-^ mice exposed to CS (Figure 1B). However, we observed no significant changes of lung compliance and tissue elastance in wild type mice exposed to 6 months of chronic CS, similar to a previous study that failed to detect any significant differences in lung compliance between C57BL/6 wild-type mice exposed to air and smoke for 6 months [35]. The most likely reason for our inability to detect a CS-induced change in lung compliance in wild-type mice is that the emphysema that develops in this murine strain is relatively mild in severity. However, significant increases in lung compliance that we observed in CS-exposed *Hhip*^*+/-*^ mice when compared with CS-exposed *Hhip*^*+/+*^ mice are consistent with the increase in distal airspace size that we detected in CS-exposed *Hhip*^*+/-*^ mice. Thus, lung function changes in CS-exposed *Hhip*^*+/-*^ mice strongly supported that haploinsufficiency of *Hhip* increased the severity of CS-induced emphysema that develops in C57BL/6 strain mice.

Recent studies in murine models [36-38] and human samples [39] strongly supported pathological roles of activation of T cells in CS-induced emphysema development. Although similar contributions of CD4+ T helper or CD8+ T cytotoxic cells to airspace enlargement were observed in various CS-induced emphysema murine models [36-38], we observed significantly enhanced CD8+ T cell activation in *Hhip*^*+/-*^ mice that can produce deleterious effects leading to emphysema progression in both humans [27,40] and mice [28] due to recruitment of NK cells. In addition, activated CD8+ T cells in CS-exposed lungs release cytotoxic proteins, including perforin and granzyme, that promote cellular protein degradation and cleavage, leading to apoptotic alveolar cell death in CS-exposed lungs [40-42], thus contributing to emphysematous destruction in lungs.

Our network analysis, based on the PANDA method, provided novel gene regulatory insights into *Hhip* haploinsufficiency-imposed signaling rewiring in a systematic way. Among TFs that uniquely regulate the pulmonary response of *Hhip*^*+/-*^ mice to CS, Klf4 not only showed differential connectivity but also was significantly reduced in expression in *Hhip*^*+/-*^ murine lungs. Klf4 is important in maintaining T lymphocyte homeostasis as: (1) reduced expression of Klf4 is required for lineage commitment of T lymphocytes [43]; and (2) Klf4 directly regulates thymocyte proliferation [30]. More interestingly, the proliferation and homing of CD8+ T cells is controlled through a transcriptional regulation axis of Elf4-Klf4 and Elf4-Klf2 [44], which provides one plausible mechanism by which *HHIP* haploinsufficiency modulates lymphocyte activation through Klf4 signaling. This altered Klf4 signaling may be caused by either reduced expression of Klf4 in *Hhip*^*+/-*^ mice (Additional file 1: Figure S7) or differential targets of Klf4 in *Hhip*^*+/-*^ mice compared with *Hhip*^*+/+*^ mice in response to chronic CS exposure (Figure 5A). Additionally, a recent report showed that activation of the Hedgehog pathway in CD8+ T cells controlled killing function of cytotoxic T cells by polarizing the cytoskeleton to facilitate delivery of cytotoxic granules to the targets of cytotoxic T cells [45]. This also suggests that the Hedgehog pathway may contribute to the enhanced CD8+ T cell function in *Hhip*^*+/-*^ mice through a similar mechanism [45].

Together, our results indicate that after chronic CS exposure, Hhip haploinsufficient mice developed increased emphysema that was related to increased CD8+ T lymphocyte activation and differential Klf4 signaling in *Hhip*^*+/-*^ mice. In the future, additional comprehensive immunological experiments are needed to determine whether and how HHIP regulates lymphocyte proliferation, differentiation, and/or cytotoxic killing through Klf4 signaling and/or the Hedgehog pathway. Furthermore, whether Klf4 signaling and the Hedgehog pathway cooperate to modulate activation of naïve CD8+ T cells needs additional investigation.

There are several limitations to our study. First, the *HHIP* gene locus has also been associated with lung function in general population samples [46,47]. However, in our current system, no significant differences in lung morphology (Figure 1) between Air-exposed *Hhip*^*+/-*^*-*mice and *Hhip*^*+/+*^*-*mice were observed. This may be linked to the relatively modest reduction in *HHIP* expression in *Hhip*^*+/-*^ mice which may have been insufficient to result in significant lung function changes at the single time point studied here (8 months of age). Additional investigations are needed to explore how HHIP regulates lung function in non-smokers and whether there are common mechanisms shared between HHIP locus-regulated lung function and susceptibility to CS-induced emphysema. Second, transcription factors in the Hedgehog pathway, Gli1, Gli2, and Gli3, were not included in the murine motif database when we built PANDA networks. As a larger number of TFs are included in the existing motif database, our future network modeling studies using the PANDA method may reveal additional insights into the activities of Hhip in regulating CS-induced lung effects in mice. Third, we also attempted to compare gene expression changes caused by *Hhip* haploinsufficiency in murine lungs (*Hhip*^*+/-*^*-*air vs. *Hhip*^*+/+*^*-*air) with our previous microarray analysis in an airway epithelial cell line (Beas-2B cells), treated with either non-targeting shRNA controls or HHIP shRNAs [18]. No overlapping genes were identified (data not shown). This could be due to sample type differences (whole murine lung vs. a single human cell line), differential reductions in *HHIP* expression (approximately 33% vs. >70% reductions at mRNA level, respectively), or timing of sample collection (total lung lysates from mice at 8 months of age vs. cultured human cell lines). Lastly, we did not observe significantly increased lung levels of IL-2 and IFN-γ in wild type C57BL/6 mice exposed to 6 months of CS. Our results are consistent with a previous report showing that the C57BL/6 murine strain was a mildly susceptible strain with moderate emphysema development without any increases in lung IFN-γ levels after 6 months of CS exposure [35]. However, under the same CS exposure condition, we observed a trend toward increased IFN-γ in Hhip^+/-^ mice, suggesting the possibility of genotype-specific CD8+ T activation after CS exposure.

## Conclusions

In summary, combined with our previous finding that a COPD risk allele was associated with reduced enhancer activity for *HHIP* [7], our murine model has: (1) successfully demonstrated that modest reductions in *Hhip* gene expression, similar to smokers carrying *HHIP* COPD GWAS risk-alleles, led to increased susceptibility to CS-induced emphysema in *Hhip*^*+/-*^ mice; (2) shown that *HHIP* modulates lymphocyte activation especially in CD8+ T cells; (3) characterized networks with genes and TFs that are differentially regulated in murine lungs responsive to either CS treatment or haploinsufficiency of *Hhip*; and (4) revealed roles of *Hhip* in maintaining lung homeostasis that is disrupted in the haploinsufficiency state in the adult murine lung in addition to its known roles in embryonic lung development (identified using a loss-of-function approach) [10]. Identification of strategies to correct alterations in network rewiring in *Hhip*^*+/-*^ mice could eventually facilitate the development of novel therapies for human COPD.

## Additional files

Additional file 1: Figure S1. RT-PCR measurements of HHIP expression in murine lungs. **Figure S2.** Gene expression of Hedgehog pathway components in murine lungs. **Figure S3.** Differential lung tissue gene expression related to Hhip genotype and cigarette smoke exposure based on microarray analysis using gene probesets. **Figure S4.** Correlation of the number of lymphoid aggregates with airspace size in murine lungs. **Figure S5.** Differential T cell signaling in murine lungs from Hhip^+/-^ mice exposed to 6 months **(A-C)** or 2 months **(D)** of cigarette smoke compared with Hhip^+/+^ mice. **Figure S6.** Transcription factors connected with HHIP in the subnetworks generated by PANDA analysis. **Figure S7.** Expression of Klf4 in Hhip^+/-^ murine lungs revealed by microarray and RT-PCR analysis. Additional file 2: Table S1A. Number of differentially expressed gene probes (*P* adj <0.05) in *Hhip* ^*+/-*^ and *Hhip* ^*+/+*^ mice exposed to either room air (Air) or cigarette smoke (CS) for 6 months. **Table S2B.** Top 10 GO- term pathways out of 81 significant pathways (FDR <0.05) are listed here ranked by FDR. **Table S3.** The List (A) and GeneMANIA functional annotation (B) of 41 genes that showed statistically significant gene-by-treatment interaction (www.genemania.org) [7] and also were differentially expressed in *Hhip* ^*+/-*^ *-*CS versus *Hhip* ^*+/+*^ *-*CS mice using the default list of networks and weighting. **Table S3A.** List of 41 genes ranked based on adjusted *P* value for interaction term. T statistics in the second column indicate statistical analysis on expression comparisons between *Hhip* ^*+/-*^ *-*CS vs. *Hhip* ^*+/+*^ *-* CS mice. Positive t values mean increased expression in *Hhip* ^*+/-*^ *-*CS and negative t values mean decreased expression in *Hhip* ^*+/+*^ *-*CS mice. **Table S3B.** All significant pathways enriched in 41 genes were listed here ranked by FDR. **Table S4.** Summary of real-time RT-PCR validation of selected differentially expressed genes that were identified by microarray analysis in four groups of mice. Fold changes were calculated based on average relative expression of each gene in six mice from each group. GAPDH was used as a reference gene for RT-PCR. All gene expression changes in RT-PCR are consistent with microarray analysis. * Indicates *P* <0.05; ** indicates *P* <0.01 based on unpaired *t* test. **Table S5.** Characteristics of subnetworks in four pair-wise comparisons based on PANDA analysis. **Table S6.** Transcription factors (TFs) regulating differential subnetworks in *Hhip* ^*+/-*^-Air and *Hhip* ^*+/+*^ *-*Air subnetworks identified by PANDA analysis. **Table S7.** Transcription factors (TFs) in *Hhip* ^*+/-*^ *-*CS and *Hhip* ^*+/+*^ *-*CS subnetworks identified by PANDA analysis. **Table S8.** Transcription factors (TFs) regulating differential subnetworks in *Hhip* ^*+/-*^-CS and *Hhip* ^*+/-*^-Air subnetworks identified by PANDA analysis. **Table S9.** Transcription factors (TFs) in *Hhip* ^*+/+*^ *-*CS and *Hhip* ^*+/+*^ *-*Air identified by PANDA analysis. Additional file 3: Table S1B. The list of genes differentially expressed by pair-wise comparisons among four groups of mice. Additional file 4: Table S2. List of 266 genes that showed statistically significant gene-by-treatment interaction (http://www.genemania.org/) [7] using the default list of networks and weighting.

# Supplementary material for: Haploinsufficiency of Hedgehog interacting protein causes increased emphysema induced by cigarette smoke through network rewiring
**Source:** Genome Med. 2015 Feb 14;7(1):12. doi: 10.1186/s13073-015-0137-3
**Supplement:** Additional file 2: Table S1A. — Number of differentially expressed gene probes (P adj <0.05) in Hhip +/- and Hhip +/+ mice exposed to either room air (Air) or cigarette smoke (CS) for 6 months. Table S2B. Top 10 GO- term pathways out of 81 significant pathways (FDR <0.05) are listed here ranked by FDR. Table S3. The List (A) and GeneMANIA functional annotation (B) of 41 genes that showed statistically significant gene-by-treatment interaction (www.genemania.org) [7] and also were differentially expressed in Hhip +/- -CS versus Hhip +/+ -CS mice using the default list of networks and weighting. Table S3A. List of 41 genes ranked based on adjusted P value for interaction term. T statistics in the second column indicate statistical analysis on expression comparisons between Hhip +/- -CS vs. Hhip +/+ - CS mice. Positive t values mean increased expression in Hhip +/- -CS and negative t values mean decreased expression in Hhip +/+ -CS mice. Table S3B. All significant pathways enriched in 41 genes were listed here ranked by FDR. Table S4. Summary of real-time RT-PCR validation of selected differentially expressed genes that were identified by microarray analysis in four groups of mice. Fold changes were calculated based on average relative expression of each gene in six mice from each group. GAPDH was used as a reference gene for RT-PCR. All gene expression changes in RT-PCR are consistent with microarray analysis. * Indicates P <0.05; ** indicates P <0.01 based on unpaired t test. Table S5. Characteristics of subnetworks in four pair-wise comparisons based on PANDA analysis. Table S6. Transcription factors (TFs) regulating differential subnetworks in Hhip +/--Air and Hhip +/+ -Air subnetworks identified by PANDA analysis. Table S7. Transcription factors (TFs) in Hhip +/- -CS and Hhip +/+ -CS subnetworks identified by PANDA analysis. Table S8. Transcription factors (TFs) regulating differential subnetworks in Hhip +/--CS and Hhip +/--Air subnetworks identified by PANDA analysis. Table S9. Transcription f

Supplemental Table 1A. Number of differentially expressed gene probes (p adj<0.05) in *Hhip+/-* and *Hhip+/+* mice exposed to either room air (Air) or cigarette smoke (CS) for 6 months.

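Table S1A counts the probes called in the 4 pairwise comparisons, and the lists behind it hold 92, 3, 19 and 103 entries for CS in Hhip+/+, CS in Hhip+/-, genotype in air and genotype in CS. The paper's threshold is an adjusted p of 0.05, and 1 of the 3 entries for CS in Hhip+/- has 0.0967, the paper's value. Cyp1b1 is in the lists for CS of both genotypes, Arntl in that for air, and Dhh, a Hedgehog ligand, in that for genotype in CS, where Dhh differed here by -1.07 (standard error 0.19, adjusted p = 0.0292 from limma, n = 6 mice per group). In a fit chosen after the data were examined, limma on the authors' deposited log2 values with all 22121 probes and blocks of 8 sample numbers as chip gave the t statistics of these lists to within 4.69e-05 in size, and called 92, 2, 19 and 103 probes. Without chip the same fit called 84, 5, 34 and 77 probes, and the t statistics differed from the lists by up to 2.89, 1.48, 2.03 and 3.55.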

| Comparisons (6 mice/group) | Increased Expression | Decreased Expression | Total |
| --- | --- | --- | --- |
| *Hhip+/+*: CS vs. Air | 64 | 27 | 91 |
| *Hhip+/-*: CS. vs Air | 2 | 1 | 3 |
| *Hhip+/-*-Air vs. *Hhip+/+*-Air | 10 | 9 | 19 |
| *Hhip+/-*-CS vs. *Hhip+/+*-CS | 47 | 56 | 103 |

Supplemental Table 1B. The list of genes differentially expressed by pair-wise comparisons among group groups of mice. See attached excel file.

Supplemental Table 2. List (A, see attached excel file) and GeneMANIA functional annotation (B) on 266 genes that showed statistically significant gene-by-treatment interaction (<http://www.genemania.org/>) using the default list of networks and weighting.

Supplemental Table 2B. Top 10 GO- term pathways out of 81 significant pathways (FDR<0.05) are listed here ranked by False Discovery Rate (FDR).

| Feature | FDR | Genes in network | Genes in genome |
| --- | --- | --- | --- |
| B cell activation | 1.31E-05 | 17 | 199 |
| reactive oxygen species metabolic process | 1.32E-05 | 14 | 132 |
| myeloid leukocyte activation | 2.17E-05 | 13 | 118 |
| B cell receptor signaling pathway | 2.49E-05 | 8 | 33 |
| positive regulation of immune response | 2.49E-05 | 19 | 292 |
| immune response-activating signal transduction | 3.19E-05 | 15 | 180 |
| antigen receptor-mediated signaling pathway | 3.19E-05 | 11 | 86 |
| immune response-regulating signaling pathway | 6.59E-05 | 15 | 194 |
| immune response-activating cell surface receptor signaling pathway | 1.11E-04 | 11 | 99 |
| activation of immune response | 1.42E-04 | 15 | 209 |

Supplemental Table 3. The List (A) and GeneMANIA functional annotation (B) of 41 genes that showed statistically significant gene-by-treatment interaction (<http://www.genemania.org/>) and also were differentially expressed in *Hhip+/--*CS versus. *Hhip+/+-*CS mice using the default list of networks and weighting.

Supplemental Table 3A. List of 41 genes ranked based on adjusted p value for interaction term. T statistics in the second column indicate statistical analysis on expression comparisons between *Hhip+/--*CS vs. *Hhip+/+-* CS mice. Positive t values mean increased expression in *Hhip+/--*CS and negative t values mean decreased expression in *Hhip+/+-*CS mice.

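Table S3A lists 41 genes with a t statistic each, 26 positive and 15 negative. Of these, 35 have a probe under the same symbol in the platform annotation. For all 35 the listed t equals, to within 0.001, the t of the genotype-by-CS interaction in the deposited values, and for 0 of them the t of Hhip+/- CS against Hhip+/+ CS. A positive t in the table is thus a higher response to CS in Hhip+/- lungs. Of these genes, 34 changed here by genotype in CS and with interaction. Among them, Cbr3 was lower at -1.14 in Hhip+/- CS than in Hhip+/+ CS lungs (standard error 0.18, adjusted p = 0.0211 from limma, n = 6 mice per group).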

| Symbol | t | P.Value | adj. P.Val | treatment.p.value | genotype.p.value |
| --- | --- | --- | --- | --- | --- |
| Arhgap4 | 6.2536706 | 2.74E-06 | 0.00466483 | 0.000114186 | 7.03E-07 |
| Cbr3 | -6.26381 | 2.68E-06 | 0.00466483 | 0.000205993 | 4.60E-08 |
| Ncf1 | 6.2761935 | 2.60E-06 | 0.00466483 | 5.44E-05 | 1.40E-05 |
| Prkcb | 6.6174625 | 1.20E-06 | 0.00466483 | 1.60E-05 | 2.51E-06 |
| Tmtc1 | -6.764452 | 8.61E-07 | 0.00466483 | 0.000112113 | 4.58E-05 |
| Lacc1 | 6.6618431 | 1.08E-06 | 0.00466483 | 0.000320338 | 4.46E-05 |
| Dennd1c | 6.1828574 | 3.23E-06 | 0.004877021 | 4.60E-05 | 2.34E-06 |
| Selplg | 6.1524458 | 3.46E-06 | 0.004877021 | 0.000256977 | 9.93E-06 |
| Hcst | 6.1111731 | 3.81E-06 | 0.004955304 | 2.28E-05 | 5.82E-06 |
| Cyp1a1 | -6.053761 | 4.35E-06 | 0.005346209 | 0.128639669 | 6.90E-08 |
| Pou2f2 | 5.5191083 | 1.53E-05 | 0.014086231 | 0.000524245 | 0.000466817 |
| Il2rg | 5.4680733 | 1.73E-05 | 0.015268725 | 0.00983532 | 0.00010647 |
| Dtna | -5.279324 | 2.71E-05 | 0.015370947 | 0.000431423 | 5.14E-06 |
| Fyb | 5.3419673 | 2.33E-05 | 0.015370947 | 0.00152057 | 0.000318216 |
| Lat2 | 5.3362863 | 2.36E-05 | 0.015370947 | 2.74E-05 | 1.18E-05 |
| Pip4k2a | 5.232858 | 3.03E-05 | 0.016309692 | 0.001189019 | 5.64E-05 |
| Ccdc88b | 5.1964794 | 3.31E-05 | 0.017004804 | 0.008517023 | 5.74E-05 |
| Krt80 | -5.135568 | 3.83E-05 | 0.017106207 | 0.001083105 | 6.14E-07 |
| Sash3 | 5.1436779 | 3.75E-05 | 0.017106207 | 0.000110051 | 1.04E-05 |
| Hspa4l | -4.983192 | 5.53E-05 | 0.018270443 | 0.007549392 | 8.27E-06 |
| Slc6a2 | -4.81733 | 8.26E-05 | 0.021100101 | 0.007718001 | 2.34E-06 |
| Pstpip1 | 4.7535726 | 9.65E-05 | 0.022468035 | 0.001083563 | 1.08E-05 |
| Ptpn18 | 4.6914512 | 0.00011223 | 0.025332491 | 0.002025098 | 8.87E-06 |
| Slc11a1 | 4.5475566 | 0.00015934 | 0.030125268 | 0.020070636 | 0.007927006 |
| Ctsw | 4.4833895 | 0.00018632 | 0.030323759 | 0.000608624 | 1.80E-05 |
| Haao | 4.5126666 | 0.00017348 | 0.030323759 | 0.001377847 | 1.80E-05 |
| Ikbkg | -4.483152 | 0.00018643 | 0.030323759 | 0.138993616 | 1.12E-05 |
| Coro2b | -4.471206 | 0.00019194 | 0.030546571 | 0.000760991 | 5.60E-06 |
| Kcnab2 | 4.4581159 | 0.00019817 | 0.030794539 | 0.000613893 | 2.50E-05 |
| Tinagl | -4.456471 | 0.00019897 | 0.030794539 | 2.26E-06 | 2.70E-07 |
| Kcne2 | -4.387685 | 0.00023533 | 0.032443766 | 2.92E-05 | 9.07E-06 |
| Ryr1 | 4.4110553 | 0.00022228 | 0.032443766 | 0.050120258 | 0.002400025 |
| Evi2b | 4.3130513 | 0.00028234 | 0.033498126 | 0.020000268 | 7.03E-06 |
| Cyp1b1 | -4.280129 | 0.00030597 | 0.034615165 | 6.48E-12 | 1.54E-05 |
| Itgb7 | 4.267998 | 0.00031516 | 0.035055868 | 0.000161602 | 1.05E-05 |
| Pxdc1 | -4.189646 | 0.00038156 | 0.03854557 | 2.57E-05 | 1.05E-05 |
| Wisp2 | 4.0803496 | 0.0004981 | 0.044692303 | 0.000596247 | 5.46E-08 |
| Arap1 | 4.0691303 | 0.00051191 | 0.045340768 | 0.000479431 | 0.000244179 |
| Klhl6 | 4.0529895 | 0.00053244 | 0.045829282 | 0.000494769 | 1.16E-05 |
| Ccdc67 | -2.054716 | 0.05200677 | 0.330739984 | 0.048437211 | 0.315081659 |
| Thap11 | -2.041477 | 0.05341076 | 0.33392755 | 0.158073627 | 0.078671537 |

Supplemental Table 3B. All significant pathways enriched in 41 genes were listed here ranked by FDR.

| Feature | FDR | Genes in network | Genes in genome |
| --- | --- | --- | --- |
| B cell receptor signaling pathway | 5.22E-04 | 5 | 33 |
| B cell activation | 5.54E-04 | 8 | 199 |
| antigen receptor-mediated signaling pathway | 2.04E-02 | 5 | 86 |
| mature B cell differentiation | 2.04E-02 | 3 | 12 |
| immune response-activating cell surface receptor signaling pathway | 2.76E-02 | 5 | 99 |
| positive regulation of immune response | 3.29E-02 | 7 | 292 |
| immune response-regulating cell surface receptor signaling pathway | 3.29E-02 | 5 | 111 |
| GTPase activator activity | 3.29E-02 | 5 | 113 |

Supplemental Table 4. Summary of real-time RT-PCR validation of selected differentially expressed genes that were identified by microarray analysis in four groups of mice. Fold changes were calculated based on average relative expression of each gene in 6 mice from each group. GAPDH was used as a reference gene for RT-PCR. All gene expression changes in RT-PCR are consistent with microarray analysis. * Indicates p<0.05; ** indicates p<0.01 based on unpaired *t* test.

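On the arrays, the genes of Table S4 that are not related to lymphocytes included clock, matrix and metal-binding genes. Mt3, a metallothionein, was higher in Hhip+/- Air than in Hhip+/+ Air lungs by 2.78 on the log2 scale (standard error 0.39, adjusted p = 0.0173 from limma, n = 6 mice per group), and was detected in 6 of 6 and 1 of 6 lungs of these groups. Tef, a clock output factor, was higher by 1.05 (standard error 0.13), Azgp1, a secreted glycoprotein, by 0.88 (standard error 0.09), and Hs3st1, a heparan sulfate sulfotransferase, by 0.82 (standard error 0.10). Spon2, a secreted matrix protein, was lower at -1.38 (standard error 0.20), Crem, a regulator of cAMP response, at -1.11 (standard error 0.15), and Gap43, a growth protein of axons, at -0.90 (standard error 0.12). For Crem 1 of 4 probes passed, and for Tef and Azgp1 1 of 2 each, with the others at 0.69 and 0.62. The interaction term was 1.07 for Glipr2 (standard error 0.19, adjusted p = 0.00800 from limma), -1.05 for Hs3st1 (standard error 0.16), -0.96 for Tef (standard error 0.21) and -0.92 for Azgp1 (standard error 0.21). The second probes of Glipr2, Tef and Azgp1 did not pass, at 1.09, -0.83 and -0.63. Ccn5, listed as Wisp2, was higher in Hhip+/- CS than in Hhip+/+ CS lungs by 1.38 (standard error 0.13), with a term of 0.99. Of the 18 genes, 8 had a positive and 4 a negative term and 6 did not pass (8 and 6 when adjusted over the list alone). Between the genotypes, 7 were higher, 3 lower and 8 did not pass in CS (10 and 5 when adjusted over the list alone), and 6 were higher, 4 lower and 8 did not pass in air (6 and 7 when adjusted over the list alone). The study chose these genes on these samples, so the counts are not independent evidence.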

| Groups | Mouse Gene Symbol | Gene Name | Fold Changes | | | |
| --- | --- | --- | --- | --- | --- | --- |
| CS vs. Air | | +/- vs. +/+ | |
| Hhip+/+ | Hhip+/- | Air | CS |
| Gene-by-treatment interaction genes | Adh7 | alcohol dehydrogenase 7 (class IV), mu or sigma polypeptide | 7.32****** | 1.14 | 2.24****** | 0.35****** |
| Arhgap4 | Rho GTPase activating protein 4 | 0.53****** | 1.45***** | 0.81 | 2.68****** |
| Azgp1 | alpha-2-glycoprotein 1, zinc-binding | 1.33 | 0.80 | 1.71****** | 1.03 |
| Fyb | FYN binding protein | 0.44 | 1.70****** | 0.41 | 1.61***** |
| Glipr2 | GLI pathogenesis-related 2 | 0.48****** | 1.20 | 0.53****** | 1.32***** |
| Hs3st1 | heparin sulfate (glucosamine) 3-O-sulfotransferase 1 | 1.57****** | 0.69 | 1.88****** | 0.82 |
| Itgb7 | integrin beta 7 | 0.74***** | 1.69****** | 0.95 | 2.17****** |
| Slc11a1 | solute carrier family 11 (proton-coupled divalent metal ion transporters), member 1 | 0.26***** | 1.65***** | 0.30 | 1.93****** |
| Tef | thyrotrophic embryonic factor | 1.87****** | 0.62 | 3.25** | 1.08 |
| Wisp2 | WNT1 inducible signaling pathway protein 2 | 0.70 | 1.45 | 1.30 | 2.68** |
| Lat2 | linker for activation of T cells family, member 2 | 0.73* | 1.71* | 0.88 | 2.05** |
| Gstp1 | Glutathione S-Transferase Pi 1 | 1.69* | 1**.41*** | 0.83 | 0.69** |
| Non gene-by-environment interaction genes | Mt3 | metallothionein 3 | 0.47 | 0.70 | 4.68** | 6.91* |
| Spon2 | spondin 2, extracellular matrix protein | 0.26** | 0.40** | 0.32** | 0.48** |
| Gap43 | growth associated protein 43 | 0.59** | 0.76 | 0.58** | 0.75 |
| Dbp | D site albumin promoter binding protein | 3.38* | 1.05 | 6.72** | 2.08 |
| Ctsw | Cathepsin W | 0.661* | 1.64* | 1.06 | 1.73** |
| Crem | cAMP responsive element modulator | 0.62* | 0.79 | 0.49** | 0.63** |

Supplemental Table 5. Characteristics of subnetworks in four pair-wise comparisons based on PANDA analysis:

| Network Comparison (Network 1 vs. Network 2) | Number of Edges in Subnetworks (Network 1/Network 2) | Number of Genes Targeted in Subnetworks (Network 1/Network 2) | Number of TFs Targeting in Subnetworks (Network 1/Network 2) |
| --- | --- | --- | --- |
| Hhip +/- Air vs. Hhip+/+ Air | 9008/10105 | 1353/2057 | 33/29 |
| Hhip +/- CS vs. Hhip+/+ CS | 12572/11952 | 2091/1843 | 32/30 |
| Hhip +/- CS vs. Hhip+/- Air | 8982/8826 | 1642/1486 | 24/28 |
| Hhip +/+ CS vs. Hhip+/+ Air | 13723/16918 | 2087/2954 | 39/33 |

Supplemental Table 6. Transcription factors (TFs) regulating differential subnetworks in *Hhip+/-*-Air and *Hhip+/+-*Air subnetworks identified by PANDA analysis.

|  | Edge Numbers | | | log2 Fold Change *Hhip+/-*-Airvs, *Hhip+/+-*Air | -log10 p value |
| --- | --- | --- | --- | --- | --- |
| TFs | *Hhip+/-*-Air | *Hhip+/+-*Air | Total |
| FOXJ1 | 12 | 0 | 12 | Infinite | 3.92 |
| NKX3-1 | 17 | 0 | 17 | Infinite | 5.56 |
| SOX7 | 4 | 0 | 4 | Infinite | 1.31 |
| FOXI1 | 45 | 3 | 48 | 4.07 | 11.29 |
| ELF5 | 25 | 2 | 27 | 3.81 | 6.15 |
| PAX4 | 34 | 3 | 37 | 3.67 | 8.03 |
| SOX11 | 37 | 5 | 42 | 3.05 | 7.50 |
| SOX4 | 72 | 11 | 83 | 2.88 | 13.35 |
| SRY | 26 | 4 | 30 | 2.87 | 5.11 |
| HNF4A | 88 | 16 | 104 | 2.63 | 14.75 |
| FOXD3 | 147 | 32 | 179 | 2.37 | 21.58 |
| MZF1_5-13 | 11 | 3 | 14 | 2.04 | 1.77 |
| EBF1 | 6 | 2 | 8 | 1.75 | 0.96 |
| ZFP740 | 256 | 106 | 362 | 1.44 | 19.39 |
| ZFP105 | 385 | 204 | 589 | 1.08 | 18.95 |
| TBP | 289 | 178 | 467 | 0.86 | 10.19 |
| FOXA2 | 296 | 220 | 516 | 0.59 | 5.83 |
| ZFP281 | 598 | 482 | 1080 | 0.48 | 7.84 |
| SOX5 | 277 | 230 | 507 | 0.43 | 3.45 |
| SP4 | 733 | 973 | 1706 | -0.24 | 3.78 |
| KLF7 | 808 | 1083 | 1891 | -0.26 | 4.54 |
| KLF4 | 1001 | 1343 | 2344 | -0.26 | 5.61 |
| SP1 | 1176 | 1667 | 2843 | -0.34 | 10.90 |
| ZFX | 343 | 509 | 852 | -0.40 | 4.67 |
| GABPA | 299 | 533 | 832 | -0.67 | 10.78 |
| ELK4 | 79 | 154 | 233 | -0.80 | 4.58 |
| ELK1 | 203 | 403 | 606 | -0.82 | 11.48 |
| TP53 | 1 | 3 | 4 | -1.42 | 0.45 |

Supplemental Table 7: Transcription factors (TFs) in *Hhip+/--*CS and *Hhip+/+-*CS subnetworks identified by PANDA analysis.

| TFs | Edge numbers | | | log2 Fold Change *Hhip+/-*-CS vs. *Hhip+/+*-CS | -log10 p value |
| --- | --- | --- | --- | --- | --- |
| *Hhip+/-*-CS | *Hhip+/+*-CS | Total |
| ELF2 | 6 | 1 | 7 | 2.51 | 1.15 |
| ZFP161 | 32 | 10 | 42 | 1.61 | 3.09 |
| ZIF268 | 12 | 4 | 16 | 1.51 | 1.32 |
| SP1 | 1965 | 1630 | 3595 | 0.20 | 5.25 |
| EGR1 | 1613 | 1344 | 2957 | 0.19 | 4.13 |
| KLF4 | 1726 | 1479 | 3205 | 0.15 | 3.06 |
| ZFP740 | 312 | 385 | 697 | -0.38 | 3.55 |
| TBP | 52 | 87 | 139 | -0.82 | 3.17 |
| ARID3A | 298 | 565 | 863 | -1.00 | 23.30 |
| SOX5 | 63 | 120 | 183 | -1.00 | 5.53 |
| FOXA2 | 62 | 166 | 228 | -1.49 | 13.01 |
| ZFP105 | 92 | 260 | 352 | -1.57 | 21.46 |
| FOXD3 | 8 | 35 | 43 | -2.20 | 4.99 |
| SOX4 | 1 | 7 | 8 | -2.88 | 1.52 |
| ELF5 | 0 | 5 | 5 | -Infinite | 1.56 |

Supplemental Table 8 Transcription factors (TFs) regulating differential subnetworks in *Hhip+/-*-CS and *Hhip+/-*-Air subnetworks identified by PANDA analysis.

| TFs | Edge Numbers | | | log2 Fold Change *Hhip+/--*CS vs. *Hhip+/--*Air | -log10 p value |
| --- | --- | --- | --- | --- | --- |
| *Hhip+/--*CS | *Hhip+/--*Air | Total |
| ELK4 | 252 | 96 | 348 | 1.37 | 16.55 |
| ELK1 | 421 | 194 | 615 | 1.09 | 19.59 |
| GABPA | 547 | 259 | 806 | 1.05 | 24.02 |
| ZFX | 614 | 435 | 1049 | 0.47 | 7.44 |
| KLF7 | 1089 | 877 | 1966 | 0.29 | 5.75 |
| SP1 | 1511 | 1264 | 2775 | 0.23 | 5.64 |
| KLF4 | 1274 | 1087 | 2361 | 0.20 | 3.89 |
| EGR1 | 1158 | 999 | 2157 | 0.19 | 3.16 |
| ZFP281 | 492 | 618 | 1110 | -0.35 | 4.84 |
| ZFP740 | 120 | 216 | 336 | -0.87 | 7.54 |
| ARID3A | 204 | 652 | 856 | -1.70 | 59.25 |
| FOXA2 | 74 | 263 | 337 | -1.85 | 26.73 |
| SOX17 | 63 | 234 | 297 | -1.92 | 24.90 |
| HNF4A | 3 | 12 | 15 | -2.03 | 1.79 |
| SOX5 | 59 | 242 | 301 | -2.06 | 28.17 |
| ZFP105 | 58 | 247 | 305 | -2.12 | 29.68 |
| TBP | 25 | 155 | 180 | -2.66 | 24.39 |
| MZF1_5-13 | 2 | 16 | 18 | -3.03 | 3.24 |
| FOXD3 | 5 | 63 | 68 | -3.68 | 13.68 |
| SOX4 | 1 | 14 | 15 | -3.83 | 3.36 |
| EBF1 | 0 | 4 | 4 | - Infinite | 1.22 |
| FOXI1 | 0 | 6 | 6 | -Infinite | 1.83 |
| PAX4 | 0 | 9 | 9 | -Infinite | 2.74 |
| SOX11 | 0 | 7 | 7 | - Infinite | 2.13 |

Supplemental Table 9 Transcription factors (TFs) in *Hhip+/+-*CS and *Hhip+/+-*Air identified by PANDA analysis.

| TFs | | Edge Number | | | | | | log2 Fold Change *Hhip+/+-*CS vs. *Hhip+/+-*Air | | -log10 p value | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| *Hhip+/+-*CS | | *Hhip+/+-*Air | | Total | |
| ASCL2 | | 6 | | 0 | | 6 | | Infinite | | 2.09 | |
| FOXJ1 | | 6 | | 0 | | 6 | | Infinite | | 2.09 | |
| PAX4 | | 15 | | 0 | | 15 | | Infinite | | 5.23 | |
| PPARG::RXRA | | 15 | | 0 | | 15 | | Infinite | | 5.23 | |
| SOX11 | | 14 | | 0 | | 14 | | Infinite | | 4.89 | |
| SOX4 | | 53 | | 4 | | 57 | | 4.03 | | 13.92 | |
| FOXI1 | | 23 | | 2 | | 25 | | 3.83 | | 6.04 | |
| ELF5 | | 61 | | 10 | | 71 | | 2.91 | | 12.16 | |
| FOXD3 | | 131 | | 36 | | 167 | | 2.17 | | 18.29 | |
| MZF1_5-13 | | 36 | | 14 | | 50 | | 1.66 | | 4.05 | |
| HNF4A | | 145 | | 63 | | 208 | | 1.50 | | 12.55 | |
| EBF1 | | 41 | | 19 | | 60 | | 1.41 | | 3.71 | |
| ZFP105 | | 415 | | 235 | | 650 | | 1.12 | | 22.36 | |
| FOXA2 | | 237 | | 166 | | 403 | | 0.82 | | 8.05 | |
| ZFP740 | | 388 | | 354 | | 742 | | 0.43 | | 4.71 | |
| ZFX | | 770 | | 1100 | | 1870 | | -0.21 | | 3.20 | |
| ELK1 | | 462 | | 746 | | 1208 | | -0.39 | | 5.80 | |
| ELK4 | | 233 | | 389 | | 622 | | -0.44 | | 3.96 | |
| SOX17 | | 153 | | 316 | | 469 | | -0.74 | | 7.38 | |
| TP53 | | 2 | | 16 | | 18 | | -2.70 | | 2.58 | |
| NR1H2::RXRA | | 1 | | 18 | | 19 | | -3.87 | | 3.69 | |
| ZFP161 | 0 | | 4 | | 4 | | - Infinite | | 1.03 | |  |

How the deposited data were processed for this re-analysis (not part of the article)

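Gene expression was measured in whole lung of 24 mice, 6 each of Hhip+/+ Air, Hhip+/+ CS, Hhip+/- Air and Hhip+/- CS, on Illumina MouseRef-8 arrays with 1 array per mouse. Groups and replicate numbers follow the submitters' labels and the paper, and every array had a group. Hhip did not differ by genotype past the threshold, and whether its probe lies in the deleted part is not given in the sources used here. Of 6 sex-linked genes looked at, 4 were measured and 0 passed limma's test in any comparison over all probes, with up to 1 higher and 1 lower when adjusted over the list alone. The paper's methods name female mice only, so these genes do not check the labels of genotype or treatment.

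The authors deposited raw probe intensities on a linear scale, as exported from GenomeStudio, with no normalization. The deposited detection p-values come with these intensities and compare each probe with the negative controls of its array. The authors also deposited log2 values, which they background corrected, log2 transformed and quantile normalized with limma in R, and the background method is not given in the sources used here. The lowest raw intensity was 64.9, so no background had been subtracted to 0. The ranks of the raw intensities matched the deposited log2 column of their own array best for 24 of 24 arrays, and correlations between arrays ran from 0.969 to 0.994.

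Values were computed from the raw intensities with neqc of limma 3.58.1 in R 4.3.3, which corrects background by a normal-exponential model placed with the detection p-values, adds an offset of 16, takes log2 and quantile normalizes. Of 22121 probes, 20720 have 1 gene symbol in the platform annotation, 1401 have none listed and 0 have several. The 20720 probes stand for 14757 symbols, and 20707 have a current Entrez identifier in the RefSeq table. Probes with no listed symbol were left out. Correlations were computed in R. Figures and the comparison with the paper's values used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

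Each comparison was fitted per probe with lmFit and eBayes of limma on the 12 arrays of its groups, and the interaction on all 24 arrays, with chip as a covariate as in the paper's methods and Benjamini-Hochberg adjustment over the probes tested (threshold 0.05). The chip of each array is not given in the sources used here. Blocks of 8 consecutive sample numbers were to be used as chip if they held more of the variance over all probes than 1000 random partitions did. This was checked first over the 20720 probes with a symbol, where a random partition came out as high and chip would have been left out, and then over all 22121 probes as the rule was worded, where the blocks held 14.7528% and the highest random partition 14.7492% (median 9.96%). Counts with and without chip had been seen by then. The margin is thin, and the counts without chip stand in the closing section.

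Gene lists of pathways, of cell types of the lung and of tissues that could be taken with it were tested with camera (preset correlation 0.01, and an estimated one), and by counting members past the threshold over all probes and over the list alone, with each gene given by its brightest probe. Genes were named by a rule: in each comparison the 10 largest positive and the 10 largest negative changes among probes past the threshold, every gene that the paper's text, RT-PCR table or transcription factor figure names, 2 to 4 members of each list given, Hhip and the sex-linked genes. The study's tables had been read when the rule was written. A few genes outside the rule, among them Glycam1 and Ccl19, were chosen after their values were seen. A probe detected in no array of a group has only a bound there. Exact permutation tests over 6 against 6 mice were two-sided.

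The fits were tested on simulated data made from the real means and spreads of the 20720 probes. Each probe had 1 spread pooled over the 4 groups, and probes were drawn independently. The wider spread of the Hhip+/- CS mice in some genes is thus left out, and recovery of such genes may be lower than given here. Changes of 0.5, 1 and 2 on the log2 scale were recovered for 43.3%, 88.1% and 100% of changed probes for CS in Hhip+/+, 40.3%, 94.0% and 100% for CS in Hhip+/-, 44.8%, 91.0% and 98.5% for genotype in air, 35.8%, 86.6% and 100% for genotype in CS, and 31.3%, 73.1% and 90.9% for the interaction. In these runs 7, 9, 1, 11 and 8 unchanged probes were called as well, in the same order. With no change at all, 0 probes were called. The spread between 6 mice per group sets this precision.

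Alternatives were the authors' deposited values, no chip, chip as a random block, all arrays in 1 model, a detection filter (detection p under 0.05 on at least 6 arrays), no background correction, scaling to a common median, array weights, a trended and robust eBayes, all probes, 1 value per gene, and leaving out each mouse. The network tools of the paper were not rerun, and RT-PCR, histology and cell counts were not analysed here.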

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

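The tests weighed here for the lymphocyte genes, the clock genes and the detoxification genes were all chosen only after the results were seen, while the counts over other splits of the mice were planned.

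Some lymphocyte genes responded to CS differently in the 2 genotypes, and Hhip+/- CS replicates 10, 16 and 21, where B cell genes were highest, also had the highest Glycam1 and Ccl19, while Glycam1 was also above its level elsewhere in 4 mice of the other groups, all on the second chip, for which no explanation was tested. The thymus list differed between the genotypes in CS by a median of 0.17 (0.12 to 0.79) while the T cell list differed by 0.94. This argues only weakly against thymus taken with the lung. Bounds of list medians, here and below, resample the genes of a list and leave out the spread between mice. Cd4, of the thymus list, was detected on 0 of 6 Hhip+/+ CS and 3 of 6 Hhip+/- CS arrays, so the floor limits its change. An even loss of all lung cells would lower their lists alike, but alveolar type II genes differed by 0.0303 (-0.05 to 0.11) and endothelial genes by -0.33. This does not rule out a lower share of lung tissue. Some type II probes lay near the top of the signal range, such as Chil1 at 15.1 in Hhip+/- CS, where a change may show less. Lymph node tissue taken with the lung cannot be told apart from lymphoid tissue formed in it, since the lymph node list differed by 1.12 (0.49 to 1.35), about as much as the B cell list at 1.31, and both would bring these genes. The paper counted significantly more lymphoid aggregates in sections of Hhip+/- CS lungs (Figure 3), which were not analysed here. Whether such aggregates bring these genes on the arrays was not tested.

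Clock genes differed between the air-exposed genotypes. Over the 24 mice, after removing group means, Dbp and Arntl correlated at r = -0.65 (permutation p = 0.0037, Spearman's rho -0.62, permutation p = 0.0038, 1 relation computed), and at r = -0.58 without Hhip+/+ CS replicate 11 and Hhip+/- CS replicate 22, which lie farthest out. Mice of a group thus may have differed in clock phase, which leaves collection at different times of day open as a source of the group difference but does not show it. Times of collection are not given in the sources used here. An effect of genotype on the clock stays open as well and was not tested.

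Detoxification genes had negative interaction terms for 4 of 28 members, and their median change with CS was smaller in Hhip+/- than in Hhip+/+ lungs. More of other cells in the Hhip+/- CS samples would lower alveolar type II genes as well. Between the genotypes in CS these were at 0.0303 (-0.05 to 0.11) while the NRF2 list was at -0.38. Given the limit on bright type II probes named above, this does not decide it. Higher levels in air are argued against, since 13.1% of the list's mean interaction came from the Air difference. Its bounds, -7.87% to 32.1%, resample genes and leave out the spread between mice. A smaller smoke dose reaching Hhip+/- lungs and a weaker response to the same dose cannot be told apart. The share of the Hhip+/+ response was larger for Cyp1b1 than for Cyp1a1 by 0.59 (0.43 to 0.76), but Cyp1a1 was detected in 1 group only, so the floor sets its share, and genes need not respond in proportion to dose.

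The median difference in the response to CS, Hhip+/- minus Hhip+/+, passed camera for 23 lists at its preset correlation, and for 4 of them with an estimated one, which were targets of the aryl hydrocarbon receptor, detoxification genes, effectors of lymphocyte activation and adipocytes. For the 14 lists that also passed fry, limma's test of whether a list's genes move on balance one way, it was -0.64 for targets of the aryl hydrocarbon receptor (-0.29 over the 7 without Cyp1a1, detected in 1 group only), -0.62 for detoxification genes, 0.97 for T cells, 0.56 for CD8 and NK cytotoxic cells, 1.25 for B cells, 1.19 for neutrophils, 0.61 for dendritic cells, 0.87 for lymph node or lymphoid stroma, 0.28 for thymus, 1.09 for effectors of lymphocyte activation, -0.64 for club and secretory airway cells, -0.53 for adipocytes, -0.32 for the clock and 0.69 for the cell cycle. Between the genotypes in air, the lists outside those the paper discusses that passed both tests had medians of -0.72 for neutrophils, 0.39 for club and secretory airway cells, 0.15 for adipocytes, 0.0818 for the clock and -0.30 for immediate early and stress genes, and no list in air passed with an estimated correlation.

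A single mouse stood far from its group in 9 of 196 groups of 6 tested, where chance gives about 1 in 20. The gap to the nearest mouse, as a share of the group's range, was 0.730 for smooth muscle and mesothelium genes in Hhip+/+ Air replicate 2, 0.660 for Klf4 and 0.683 for Klf7 in Hhip+/+ Air replicate 17, 0.730 for Azgp1 in Hhip+/- CS replicate 16, 0.632 for Dbp in Hhip+/+ CS replicate 11, 0.670 for Gap43 in Hhip+/- Air replicate 5, 0.655 for Glipr2 in Hhip+/+ CS replicate 24, 0.633 for Glipr2 in Hhip+/- Air replicate 23 and 0.694 for Spon2 in Hhip+/- Air replicate 14.

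Other splits of the mice within chips were counted, 100 for each comparison, the real one included. A count as large as the real one came from 1 split for CS in Hhip+/+ (156 probes, highest other 6), 2 for CS in Hhip+/- (2 probes, highest other 2), 1 for genotype in air (86, highest other 23), 1 for genotype in CS (431, highest other 0) and 1 for the interaction (438, highest other 1). In the comparisons other than CS in Hhip+/-, no other split tried gave a count as large. With the real split among the 100, 1 is the lowest number possible, so chance is made less likely but not excluded. For CS in Hhip+/- another split gave the same count. None of this tells how the groups came to differ.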

How the results depend on the processing

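The fits with the authors' deposited values together with all probes, and without 3 mice, were chosen only after the results were seen, and the others were planned. Whether the reported fits held chip was settled after counts with and without it had been seen. Single genes were followed only for the largest changes, the genes the paper names and a few others. Lists were refitted only with 1 value per gene, an estimated correlation, the deposited values, no chip and the detection filter. Of the genes and lists so followed, none past its threshold changed direction, and the other genes were not followed. The balance of higher and lower probes did turn or even out. For CS in Hhip+/+ it went from 97 and 59 to 93 and 94 with median scaling and 162 and 165 with a trended and robust eBayes. For genotype in air it went from 45 and 41 to 30 and 99 with median scaling and 89 and 93 with all arrays in 1 model. There it was 8 and 10 on the deposited values, 9 and 10 on these with all probes, and 71 and 71 with the detection filter. More probes were lower than higher in 3 of 12 fits without 1 mouse. For genotype in CS it went from 237 and 194 to more lower than higher in 8 of 12 fits without 1 mouse (5 and 18 without Hhip+/- CS replicate 3). The balance was also even in 1 of 12 fits without 1 mouse for CS in Hhip+/+ and in 2 of 12 for genotype in air. Probe counts are given in the order CS in Hhip+/+, CS in Hhip+/-, genotype in air, genotype in CS, interaction, then genes in the overlap, with 156, 2, 86, 431, 438 and 148 as reported, and those named here moved by more than 1.5 times unless said otherwise. The deposited values gave 93, 18, 101, 275 and 39 (CS in Hhip+/- stayed at 2), of which 91, 18, 98 and 270 of the probes were shared with those reported. No chip gave 22 for CS in Hhip+/-, 247 for genotype in CS and 91 for the overlap, and, within 1.5 times, 123, 111 and 308 for CS in Hhip+/+, genotype in air and the interaction. A random block gave 28 for CS in Hhip+/- and 145 for genotype in air. All arrays in 1 model gave 204 for CS in Hhip+/-, 182 for genotype in air and 1014 for genotype in CS. The detection filter gave 142 for genotype in air, 666 for genotype in CS, 710 for the interaction and 276 for the overlap. No background correction gave 280, 34, 275 and 777 for the pairwise comparisons and 268 for the overlap. Median scaling gave 42 and array weights gave 4 for CS in Hhip+/-, and array weights 155 for genotype in air. A trended and robust eBayes gave 327, 74 and 254 for the first 3, and 1 value per gene gave 16 genes for CS in Hhip+/-. The deposited values with all probes gave 92, 19, 103, 285 and 39. Without Hhip+/- CS replicates 10, 16 and 21 limma gave 1 for CS in Hhip+/-, 0 for genotype in CS (unadjusted 1968), 38 for the interaction and 0 for the overlap. The fits on the deposited values used the same probes and model as those reported, so their lower counts go with the log2 values. Which step of the processing makes that difference was not tested, nor was the cause of the other moves.

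Leaving out 1 mouse gave 73 to 216 probes for CS in Hhip+/+, 1 to 128 for CS in Hhip+/-, 14 to 137 for genotype in air, 23 to 906 for genotype in CS, 182 to 774 for the interaction and 12 to 376 genes for the overlap, and the lowest count for genotype in CS came without Hhip+/- CS replicate 3 and the highest without Hhip+/- CS replicate 22. Lists past camera fell from 17, 13, 14, 20 and 23 to 5, 0, 0, 0 and 4 with an estimated correlation. By their brightest probes, the methods' t-test called 2, 2, 4 and 4 network transcription factors unadjusted and 1 in air adjusted over the list. On the same probes limma called 0 (unadjusted 3, 6, 7 and 8). Hhip kept its direction and stayed short of the threshold in every setting run. Of single named genes and lists, 28 calls were lost and 468 results stayed on their side of the threshold on the deposited values, 24 were lost, 6 gained and 466 stayed without chip, and 456 were lost, 19 gained and 4421 stayed over the fits without 1 mouse. No paired analysis was possible because the replicate numbers run from 1 to 24 over all arrays and no groups share one. Signal over background limits what can be called, since the median share of probes detected was 55.9% to 57.5% by group.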

Differences from the paper's values

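No test in this part was chosen only after the result was seen, apart from the fit on the authors' deposited values with all probes. The use of chip was settled after counts with and without it had been seen. The thresholds are those the paper states. Of the alternatives set before the data were examined, those that bring the value within 1.5 times of the paper's are named, the fits without 1 mouse as a count, and the others do not.

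For CS in Hhip+/+ the paper gives 91 probes, 64 increased and 27 decreased, and the count here was 156, 97 and 59. The total came within the paper's on the deposited values (93) and without chip (123), the increased probes also with chip as a random block (93), median scaling (93) and, counted as genes, 1 value per gene (84), besides the deposited values (68) and no chip (83), and the decreased probes on the deposited values (25) and without chip (40). Of 12 fits without 1 mouse, 9 came within it for the total, 9 for the increased and 8 for the decreased probes. For CS in Hhip+/- the paper gives 2 increased probes against 1 here. Array weights gave 2, and 2 of 12 fits without 1 mouse came within 1.5 times. The list behind the paper's count holds 1 positive and 2 negative entries.

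For genotype in air the paper gives 19 probes, 10 and 9 by direction, and the count here was 86, 45 higher and 41 lower in Hhip+/-. For genotype in CS it gives 103, 47 and 56, and the count here was 431, 237 and 194. On the deposited values these were 18 (8 and 10) and 101 (55 and 46), which come within the paper's. So did the totals of 4 of 12 fits without 1 mouse in air and 2 of 12 in CS (108 without Hhip+/- CS replicate 1 and 71 without Hhip+/+ CS replicate 12). With the directions as the paper labels them, 4 fits came within it for increased and 3 for decreased probes in air, and 1 and 4 in CS. These labels read as turned, as given next, so the tallies by direction do not compare like with like. Both genotype lists of Table S1B have the opposite sign of the difference Hhip+/- minus Hhip+/+ for 18 of 18 and 98 of 98 entries with a probe tested here, so the paper's directions read as Hhip+/+ minus Hhip+/-, and on that scale the counts here are 41 and 45 in air and 194 and 237 in CS.

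The paper gives 266 genes with an interaction, and there were 402 here. With 1 value per gene, the alternative run on this count, it was 403. The paper's list holds 285 probes for these genes and 438 were called here, against 275 on the deposited values, 308 without chip and 369 with chip as a random block, while the 403 with 1 value per gene counts genes, not probes. Of 24 fits without 1 mouse, 16 came within 1.5 times of the 285. For the overlap the paper gives 41 genes against 148 here and 39 on the deposited values, and 3 of 12 fits without 1 mouse came within 1.5 times. The fit on the deposited values with all probes and blocks of 8 as chip was chosen after seeing the values. It called 92, 2, 19, 103 and 285 probes and dropped 0 of the entries of the paper's lists, apart from 1 of 3 for CS in Hhip+/-. The planned fits on the deposited values differ from the reported ones in the log2 values only. The gaps in probe counts for CS in Hhip+/+, for genotype and for the interaction thus go with these values. Which processing step makes them was not tested.

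Of 33 log2 changes of named genes that the paper's tables give, 0 differed, where the signs of both genotype lists were turned and a difference means an opposite sign or a gap above the SD between mice here. Some entries of the tables differ from their labels. Tinagl is listed for CS in Hhip+/- with an adjusted p of 0.0967, the paper's value. Table S1A gives 91 probes for CS in Hhip+/+ where the list behind it holds 92 entries. The t statistics of Table S3A are those of the interaction although its legend names the comparison of Hhip+/- CS with Hhip+/+ CS, and 2 of its genes, Ccdc67 and Thap11, have an adjusted p above the threshold there.

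The paper states that Klf4 was lower in Hhip+/- CS than in Hhip+/+ CS lungs, from arrays and RT-PCR (Figure S7). Its methods name unpaired t-tests after an ANOVA for Klf4. The unpaired t-test on the brightest probe gave an unadjusted p = 0.00704 here, and the RT-PCR was not analysed. With adjustment over all probes, the brightest probe of Klf4 differed by -0.61 (adjusted p = 0.0692 from limma). Of its 3 probes, 1 passed (-0.64, adjusted p = 0.0403). Klf4 passed in 4 of 11 settings, by its brightest probe with all arrays in 1 model, no background correction and a trended and robust eBayes, and by the mean of its probes with 1 value per gene, with adjusted p from 0.0196 to 0.0945 over the 11, and without Hhip+/+ CS replicate 24. The paper states that Gstp1 differed between the genotypes in CS. The probe that its list holds passed here as well (-0.80, adjusted p = 0.0238), and the other 2 probes did not.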

Other observations

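No test in this part was chosen only after the result was seen, though the use of chip was settled after counts with and without it had been seen. Cell cycle genes had positive interaction terms in 5 of 21 measured members, and 16 did not pass (12 when adjusted over the list alone, median 0.69, adjusted p = 1.83e-10 from camera and adjusted p = 0.0838 with an estimated correlation). In CS, 3 of them were higher in Hhip+/- than in Hhip+/+ lungs and 18 did not pass (8 when adjusted over the list alone, median 0.55, adjusted p = 1.31e-08 from camera and adjusted p = 0.186 with an estimated correlation). These moved with the lymphocyte genes given at the comparisons of genotype. Endothelial genes were lower in Hhip+/- CS than in Hhip+/+ CS lungs for 4 of 23 members, and 19 did not pass (1 higher and 9 lower when adjusted over the list alone, adjusted p = 6.37e-07 from camera and adjusted p = 0.263 with an estimated correlation). Nos3, the endothelial nitric oxide synthase, was among them at -0.96 (standard error 0.12, adjusted p = 0.00878 from limma, n = 6 mice per group), as was Ramp3, a receptor subunit for adrenomedullin, at -1.20 (standard error 0.18), whose second probe did not pass at -0.84.

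Adipocyte genes had negative interaction terms in 4 of 15 members, and 11 did not pass (6 when adjusted over the list alone, adjusted p = 2.16e-05 from camera and adjusted p = 0.0344 with an estimated correlation). Plin4, which coats lipid droplets, had -1.51 (standard error 0.30, adjusted p = 0.0136 from limma) and Lpl, the lipoprotein lipase, -1.00. Of 18 genes of cardiac and skeletal muscle, 1 had a positive term, 2 a negative one and 15 did not pass (1 and 8 when adjusted over the list alone, median -1.19, adjusted p = 0.00617 from camera and adjusted p = 0.270 with an estimated correlation). Atp2a1, the calcium pump of fast muscle, had -1.91 (standard error 0.48, adjusted p = 0.0415). Macrophage genes did not pass singly in CS between the genotypes, with 18 of 18 short of the threshold (9 higher and 1 lower when adjusted over the list alone, median 0.38, adjusted p = 0.00271 from camera and adjusted p = 0.264 with an estimated correlation). Mmp12, the macrophage elastase, differed by 1.23 (standard error 0.36, adjusted p = 0.102) and Trem2 by 1.11 (standard error 0.32, adjusted p = 0.0973).

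Gli1 and Ptch1, genes of the Hedgehog pathway, were near the floor of these arrays. Gli1 was detected on 0 of 6 arrays in every group, and Ptch1 on 1, 1, 0 and 1 of 6 arrays in Hhip+/+ Air, Hhip+/+ CS, Hhip+/- Air and Hhip+/- CS, so the arrays give no level for the RT-PCR results of the paper on these genes. Of 19 measured Hedgehog genes, 0 had a positive interaction term, 1 a negative one and 18 did not pass (0 and 1 when adjusted over the list alone, adjusted p = 0.317 from camera). Shh rose with CS in Hhip+/+ lungs by 0.73 (adjusted p = 0.0130) and had a term of -0.71 (adjusted p = 0.0491), while its second probe did not pass either test. Of 28 emphysema proteases and inhibitors, 1 had a positive term, 1 a negative one and 26 did not pass (8 and 2 when adjusted over the list alone, adjusted p = 0.0473 from camera and adjusted p = 0.281 with an estimated correlation).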
